# Sex-specific resilience of neocortex to food restriction

**DOI:** 10.7554/eLife.93052

**Published:** 2024-07-08

**Authors:** Zahid Padamsey, Danai Katsanevaki, Patricia Maeso, Manuela Rizzi, Emily E Osterweil, Nathalie L Rochefort

**Keywords:** visual cortex, sex-specificity, female, food restriction, ATP, leptin, Mouse

## Abstract

Mammals have evolved sex-specific adaptations to reduce energy usage in times of food scarcity. These adaptations are well described for peripheral tissue, though much less is known about how the energy-expensive brain adapts to food restriction, and how such adaptations differ across the sexes. Here, we examined how food restriction impacts energy usage and function in the primary visual cortex (V1) of adult male and female mice. Molecular analysis and RNA sequencing in V1 revealed that in males, but not in females, food restriction significantly modulated canonical, energy-regulating pathways, including pathways associated waith AMP-activated protein kinase, peroxisome proliferator-activated receptor alpha, mammalian target of rapamycin, and oxidative phosphorylation. Moreover, we found that in contrast to males, food restriction in females did not significantly affect V1 ATP usage or visual coding precision (assessed by orientation selectivity). Decreased serum leptin is known to be necessary for triggering energy-saving changes in V1 during food restriction. Consistent with this, we found significantly decreased serum leptin in food-restricted males but no significant change in food-restricted females. Collectively, our findings demonstrate that cortical function and energy usage in female mice are more resilient to food restriction than in males. The neocortex, therefore, contributes to sex-specific, energy-saving adaptations in response to food restriction.

## Introduction

Mammals reduce their energy usage in times of food scarcity. These adaptations have been well documented for peripheral tissues and are sex specific. For example, females, as compared to males, readily lose muscle and bone mass to reduce peripheral energy expenditure during food restriction, but lose less fat mass and overall bodyweight (Andersson et al., 1991; Cortright and Koves, 2000; Volek et al., 2004; McCarthy and Berg, 2021; Tirosh et al., 2015; Suchacki et al., 2023). Moreover, females are more likely to suppress energy-costly, reproductive functions during food restriction than males, evidenced by substantive reductions in uterine and ovarian mass, as well as a cessation of reproductive function and behaviour (Boutwell et al., 1948; Ahima et al., 1996; Gill and Rissman, 1997). Such sex-specific differences are thought to reflect the differential importance of different organs to sex-specific survival (Cortright and Koves, 2000).

In contrast to peripheral tissue, whether and how the brain adapts its function and energy usage in a sex-specific manner during food scarcity remains largely unknown. The brain requires substantial amounts of energy to process and encode information (Harris et al., 2012; Attwell and Laughlin, 2001; Herculano-Houzel, 2011). Indeed, the human brain, which comprises 2% of our body’s mass, consumes 20% of our caloric intake, over half of which is used by the cerebral cortex (Herculano-Houzel, 2011). Previously, we demonstrated that food restriction in male mice reduced energy usage in the primary visual cortex (V1) during visual processing, which was associated with a loss of orientation selectivity and visual coding precision (Padamsey et al., 2022). These changes required a decrease in levels of serum leptin, a hormone secreted by adipocytes in proportion to fat mass (Baile et al., 2000). Thus, in males the cortex, like peripheral tissue, has the capacity to reduce its energy usage and function in times of food scarcity.

In contrast, it remains unclear to what extent the brain similarly contributes to energy-saving adaptations during food scarcity in mammalian females. Understanding how food restriction impacts cortical function in males and females is not only of fundamental importance for understanding the sex-specific impact of diet on brain function, but is also critical for studies of cortical function, in which food restriction is used to behaviourally motivate animals (Guo et al., 2014; Goltstein et al., 2018; Toth and Gardiner, 2000).

Here, we examined how food restriction leading to a 15% loss in bodyweight over 2–3 weeks impacts energy usage and visual coding in the primary visual cortex (V1) in adult male and female mice. We found that leptin levels, which regulate energy-saving changes in Padamsey et al., 2022, were maintained in females during food restriction, despite being decreased by approximately threefold in males. Consistent with these results, and using a range of experimental techniques, we failed to find significant energy-saving changes in V1 during food restriction in female mice, in contrast to male mice. Specifically, molecular analysis and RNA sequencing of V1 revealed that food restriction significantly modified canonical energy-regulating cellular pathways in males, but not in females, including pathways associated with AMP-activated protein kinase (AMPK), peroxisome proliferator-activated receptor alpha (PPARα), and mammalian target of rapamycin (mTOR) signalling, as well as oxidative phosphorylation. Moreover, using in vivo ATP and calcium imaging, we found that food restriction significantly reduced V1 ATP usage and orientation selectivity in males, but not in females.

Collectively, our study demonstrates that in times of food restriction, visual cortical function and energy usage are largely maintained in female mice, while they are reduced in males. The neocortex, therefore, contributes to sex-specific, energy-saving adaptations in response to metabolic stress. Our research highlights the importance of taking into account sex differences when studying the impact of dietary manipulations on brain function.

## Results

We first examined sex-specific differences in how the neocortex adapts to food restriction in mice. Mice, 7–9 weeks of age, either had ad libitum access to food (control group, CTR) or were food restricted (FR) to 85% of their free feeding bodyweight, for 2–3 weeks (Figure 1A). Prior to any of our recordings, tissue collection, and analysis, all animals were given ad libitum access to food until sated. This enabled us to examine the long-term impact of caloric restriction on neocortical function, as opposed to the short-term impacts of hunger (Burgess et al., 2018; Burgess et al., 2016).

**Figure 1.**
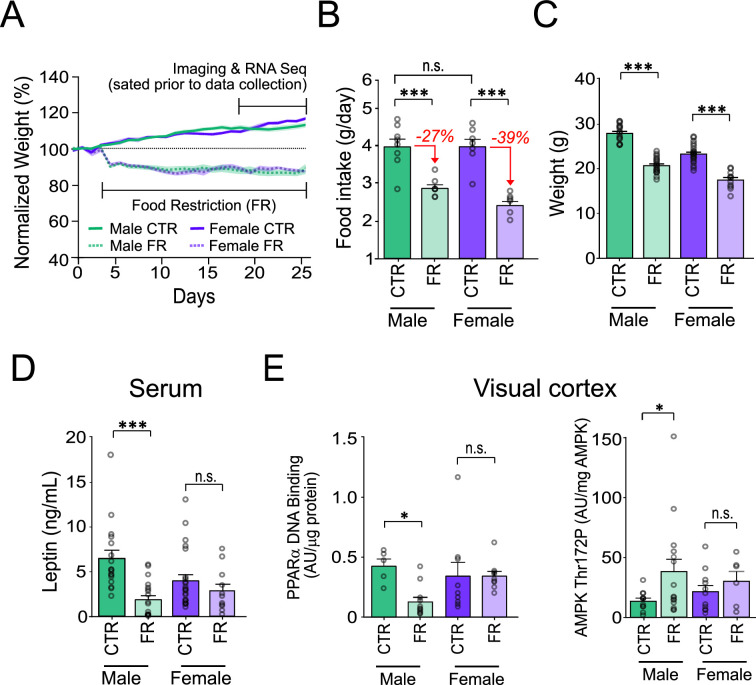
Sex-specific impact of food restriction on weight loss and serum leptin. (**A**) Animal weight across time. (**B**) Daily food intake (two-way analysis of variance [ANOVA]: CTR male vs. FR male; *t* = 4.81; df = 25; p < 0.0001; CTR male vs. CTR female; *t* = 0.013; df = 25; p = 0.99; CTR female vs. FR female; *t* = 6.59; df = 25; p < 0.0001; FR male vs. FR female; *t* = 1.93; df = 25; p = 0.07; *n* = 8 CTR males, 8 FR males, 7 CTR females, and 7 FR females). Percent reduction of food intake for food restriction is shown in red for each sex. (**C**) Animal weight (two-way ANOVA: CTR male vs. FR male; *t* = 11.36; df = 25; p < 0.0001; CTR female vs. FR female; *t* = 8.36; df = 25; p < 0.0001; *n* = 17 CTR males and 19 FR males; 23 CTR females and 11 FR females). (**D**) Serum leptin levels (two-way ANOVA: CTR male vs. FR male; *t* = 4.58; df = 66; p < 0.0001; CTR females vs. FR females; *t* = 1.00; df = 66; p = 0.32; *n* = 17 CTR males and 19 FR males; 23 CTR females and 11 FR females). (**E**) Left: AMP-activated protein kinase (AMPK) Thr172 phosphorylation, normalized by total AMPK, in primary visual cortex (V1) tissue (two-way ANOVA: CTR male vs. FR male; *t* = 2.28; df = 39; p = 0.022; CTR female vs. FR female; *t* = 0.64; df = 39; p = 0.11; *n* = 11 CTR males, 15 FR males, 11 CTR females, and 6 FR females). Right: Peroxisome proliferator-activated receptor alpha (PPARα) activity in V1 tissue, as assessed by levels of DNA binding, normalized to protein level (two-way ANOVA: CTR male vs. FR male; *t* = 4.81; df = 30; p = 0.013; CTR female vs. FR female; *t* = 0.0016; df = 30; p = 0.99; *n* = 5 CTR males, 11 FR males, *n* = 9 CTR females, and 9 FR females). ***p < 0.0001; *p < 0.05; n.s. = not significant. Error bars are standard error of the mean (SEM).

### Sex-specific impact of food restriction on weight loss and fat mass-regulated hormone leptin

Prior to food restriction, we found that both males and females consumed the same ad libitum daily food intake, despite females weighing approximately 80% of age-matched males (weight: male vs. female; 27.82 g [95% confidence interval, CI: 26.84–28.79 g] vs. 23.21 g [95% CI: 22.35–24.07 g]; *t* = 7.58; df = 66; p < 0.001; *n* = 8 male and 7 female mice). Critically, we found that to achieve a similar magnitude (15%) and rate of weight loss in both sexes we had to impose a 40% greater restriction of daily food intake in females (average of 39% of ad libitum intake; *n* = 7 mice) compared to males (27% of ad libitum intake; *n* = 8 mice) (Figure 1B, C). This is consistent with previous studies demonstrating that female mice are more resistant to weight loss than male (Andersson et al., 1991; Cortright and Koves, 2000; Volek et al., 2004; McCarthy and Berg, 2021; Tirosh et al., 2015; Suchacki et al., 2023). Moreover, for similar bodyweight loss (15%) maintained over 2–3 weeks, serum leptin levels, which reflect fat mass, were markedly and significantly decreased (−72%) in males (leptin: CTR male vs. FR male; 6.45 ng/ml [95% CI: 4.47–8.43 ng/ml] vs. 1.84 ng/ml [95% CI: 0.90–2.79 ng/ml]; *t* = 4.58; df = 66; p < 0.0001; *n* = 17 CTR males and 19 FR males), but only modestly and non-significantly decreased (−28%) in females (leptin: CTR females vs. FR females; 3.94 ng/ml [95% CI: 2.53–5.35 ng/ml] vs. 2.83 ng/ml [95% CI: 1.20–4.47 ng/ml]; *t* = 1.00; df = 66; p = 0.32; 23 CTR females and 11 FR females) (Figure 1D). This is in keeping with previous findings that female mice are more resistant to fat loss than males (Andersson et al., 1991; Cortright and Koves, 2000; Volek et al., 2004; McCarthy and Berg, 2021; Tirosh et al., 2015; Suchacki et al., 2023) and that weight loss arises from other tissues including those associated with reproductive functions (ovarian and uterine mass) (Boutwell et al., 1948; Ahima et al., 1996; Gill and Rissman, 1997).

### Cellular energy-regulating pathways in cortex are significantly impacted by food restriction in males but not in females

Decreased leptin levels are necessary for triggering energy-saving changes in the mouse visual cortex during food restriction (Padamsey et al., 2022). We therefore asked whether the absence of significant change in serum leptin in food-restricted females was associated with any change in V1 energy usage. We first assessed this at the molecular level by examining AMPK phosphorylation state. AMPK is a canonical cellular energy sensor activated by metabolic stress – such as food restriction, in part via decreased leptin signalling – through phosphorylation of threonine 172 (Thr^172^) (Garza-Lombó et al., 2018; Dagon et al., 2012; Dagon et al., 2005). Its activation results in reduced ATP expenditure, for example, through the inhibition of mTOR signalling (Garza-Lombó et al., 2018; Takei and Nawa, 2014), and regulation of mitochondrial oxidative phosphorylation (Herzig and Shaw, 2018; de la Cruz López et al., 2019). In V1, we found that AMPK Thr^172^ phosphorylation was markedly and significantly elevated (2.9-fold) with food restriction in males (AMPK Thr^172^ phosphorylation: CTR male vs. FR male; 13.19 AU/μg [95% CI: 7.68–18.71 AU/μg] vs. 38.21 AU/μg [95% CI: 16.50–59.93 AU/μg]; *t* = 2.28; df = 39; p = 0.022; *n* = 11 CTR males and 15 FR males), consistent with ATP savings, but only modestly increased (1.4-fold) in females; this increase was not statistically significant (AMPK Thr^172^ phosphorylation: CTR female vs. FR female; 20.94 AU/μg [95% CI: 9.42–32.46 AU/μg] vs. 29.52 AU/μg [95% CI: 8.52–50.53 AU/μg]; *t* = 0.64; df = 39; p = 0.11; 11 CTR females, and 6 FR females) (Figure 1E). We also examined the activity of PPARα, which is downstream of leptin signalling and is known to regulate fatty acid metabolism and energy homeostasis (Dagon et al., 2005; Unger et al., 1999). As with AMPK, we found that PPARα was significantly regulated by food restriction selectively in males, but not in females (Figure 1E; Poulsen et al., 2012; Wójtowicz et al., 2020).

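RNA of V1 was sequenced as 1 poly(A) library per mouse, with 4 mice in each of the 4 groups of CTR males, FR males, CTR females and FR females. The mice were 7 to 9 weeks old. FR mice were held at 85% of their bodyweight for 2 to 3 weeks, and all mice were sated with food 1 to 2 hr before the tissue was taken. The paper states that its data came from at least 2 cohorts and does not state which mouse came from which. The deposited table of each library holds the raw number of read pairs for 53700 Ensembl gene IDs. The tables name featureCounts 2.0.1 and an Ensembl annotation of GRCm39, and the submitters' processing notes name STAR 2.7.1a. All positions are on GRCm39. Counts per library were 33872548 to 39714921 in CTR males, 33110029 to 40456592 in FR males, 33266977 to 36891835 in CTR females and 36326702 to 41702296 in FR females. Xist, the RNA that silences an X chromosome in female cells, stood at 121 to 499 CPM (the count scaled to the library's total) in females and at 0.0252 to 0.111 CPM in males. Ddx3y, a gene of the Y chromosome, stood at 53.5 to 67.4 CPM in males, and the sex of all 16 libraries matched their labels.
The 4 groups were fitted together by edgeR's quasi-likelihood method after TMM normalization, over the 18669 genes that edgeR's filter kept. FR was compared with CTR within each sex, and a gene was taken as changed at a Benjamini-Hochberg adjusted p of 0.1 or less. Pathways and cell types were read from 58 gene lists. The lists were set before the data were examined but after the paper's supplementary tables had been read. Each list was compared with all other genes by camera at its preset correlation of 0.01, and was taken as changed at an adjusted p of 0.05 or less over the lists. The counts of members that rose or fell are given over all genes tested and adjusted over the list alone.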

To further investigate how energy-regulating cellular pathways are impacted by food restriction, we performed RNA sequencing on tissue dissected from V1 (Figure 2A; *n* = 4 CTR male, *n* = 4 FR male, *n* = 4 CTR female, and *n* = 4 FR female mice). 

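Transcripts of a pair of RNA-binding proteins that are induced by cold rose with food restriction in both sexes, and they were chosen after their values were seen. Cirbp (ENSMUSG00000045193, chromosome 10, 80001819 to 80008620) rose from 47.9 ± 5.00 to 72.9 ± 2.37 CPM in males (SD, n = 4 mice), a log2 fold change of 0.61 (standard error 0.07, adjusted p = 6.18e-04 from edgeR's quasi-likelihood test). In females it rose from 58.0 ± 3.02 to 81.8 ± 5.33 CPM (SD, n = 4), a log2 fold change of 0.50 (standard error 0.07, adjusted p = 0.00534 from edgeR). Rbm3 (ENSMUSG00000031167, chromosome X, 8005214 to 8012119) rose by 0.78 on the log2 scale in males (92.7 ± 11.3 to 159 ± 8.63 CPM, adjusted p = 6.18e-04 from edgeR) and by 0.38 in females (101 ± 12.0 to 132 ± 6.87 CPM, adjusted p = 0.0565).
In males 445 genes changed by edgeR, of which 306 rose and 139 fell. In females 229 genes changed, of which 83 rose and 146 fell. The counts were 1142 and 595 by DESeq2 with all samples, and 3 and 144 by edgeR with the samples of one sex. For the male count chance is not excluded, since 2 of 35 splits of the libraries, the real one among them, reached it (highest other 647). For the female count the highest other split gave 22. Over all genes tested the 4 FR mice lay entirely on one side of the 4 CTR mice for 8.63% of genes in males and 7.56% in females, where chance gives 2.86% on average. Genes that move together widen the range around that average, so that these shares do not exclude chance. Among the largest rises in males were Fgfbp1, which releases fibroblast growth factors from the matrix (log2 fold change 1.41), Fmod, a collagen-binding proteoglycan of fibroblasts (1.37), and H2-Aa, a chain of MHC class II (1.35). Among the falls was that of Spink10, a predicted protease inhibitor (-0.99). In females the largest rise was that of Wnt10b, a secreted signal (2.08), and Henmt1, an RNA methyltransferase, fell by 1.02 on the log2 scale.
In both sexes 53 genes changed, 26 rising in both and 27 falling in both, and 0 in opposite directions by edgeR at this threshold, where independent calls would share 5.46. By DESeq2, 155 genes changed in both sexes, 2 of them in opposite directions. Sparc, a matrix protein of endothelial cells and glia (ENSMUSG00000018593, chromosome 11, 55285326 to 55314009), rose from 203 ± 25.0 to 383 ± 117 CPM in males and from 195 ± 14.9 to 381 ± 106 CPM in females (SD, n = 4; log2 fold changes 0.92 and 0.96, adjusted p = 0.0374 and 0.0226 from edgeR). Slc7a11, the cystine transporter that feeds glutathione synthesis, rose by 0.69 and 0.56. Mvd, an enzyme of sterol synthesis, fell by 0.37 and 0.55, and Hipk4, a protein kinase, fell by 0.39 and 0.68. Of the 445 male genes 408 had the same sign in females, and of the 229 female genes 211 had the same sign in males. The correlation of the responses across genes, which are not independent replicates, was 0.299 (Spearman's rho 0.325) over all genes tested. Other splits of the libraries gave a median of 0.118, and 6 of 100 splits reached 0.299, so that chance is not excluded for it.

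**Figure D1:**
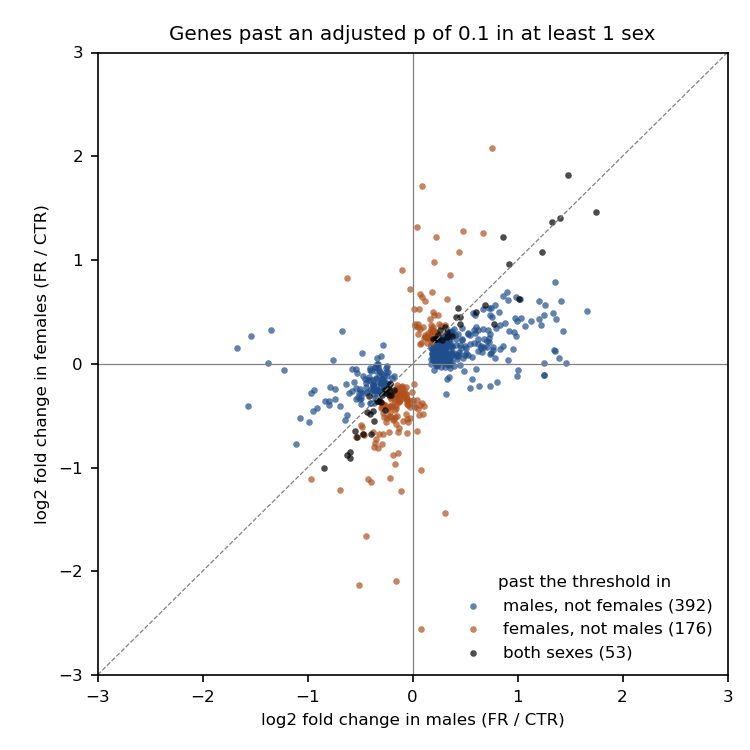
Log2 fold change with food restriction in males (x axis) against females (y axis) for the 621 genes that changed in at least 1 sex by edgeR. Each point is a gene, coloured by whether it changed in males (392), in females (176) or in both (53), and 566 of the 621 have the same sign in both sexes.

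The male count was 6 without FR male 2 or CTR male 6, 7 without CTR male 8, 8 without FR male 4, 236 without CTR female 6, 243 without CTR male 5 or CTR male 7, 1034 without FR male 3 and 1837 without FR male 1. The female count was 52 without CTR female 7, 54 without CTR female 6, 60 without FR female 2, 67 without FR female 3, 96 without FR female 4 and 133 without CTR male 8. The shared count was 2 without CTR male 6 or CTR male 8, 3 without FR male 2, 5 without FR male 4, 10 without CTR female 6, 16 without FR female 2, 19 without CTR female 7, 20 without FR female 3, 23 without CTR male 5, 31 without FR female 4, 33 without FR female 1, 34 without CTR male 7 and 82 without FR male 1. The correlation was 0.158 without FR male 2. In males 6 genes changed with any 1 library left out, among them Cirbp, Rbm3, Apod, Etnppl and Lhfp (the last pair chosen after their values were seen). In females 38 genes did, among them Cirbp, Sparc, Mvd, Hipk4, Wnt10b and Henmt1, but not Rbm3 or Slc7a11. FR male 2 and FR male 4 had the highest meningeal marker scores of the 16 libraries (mean log2 difference from all libraries of 0.84 and 0.67). With that score as a covariate, chosen after seeing the data, 4 genes changed in males, among them Cirbp, Rbm3 and Olfml3, Fmod turned to -0.17 and H2-Aa and Fgfbp1 were at 0.41 and 0.73, none of the 3 past the threshold. Without the 4 libraries with over 4% of counts in 1 gene ID, also chosen after seeing the data, 7 genes changed in males, 0 in females by edgeR (1898 at an unadjusted p under 0.05) and 0 in both, and in females Cirbp and Rbm3 had log2 fold changes of 0.53 and 0.56 that did not pass (adjusted p = 0.114 and 0.158).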

Differential gene expression analysis using DESeq2 revealed that food restriction significantly altered the expression of 657 and 585 targets in males and females, respectively, at a threshold of p-adj ≤0.1; only 125 of these were common to both sexes (Figure 2B). To assess the functional relevance of the transcriptomic changes induced by food restriction, we performed Gene Set Enrichment Analysis (GSEA) to identify pathways enriched in the differentially expressed populations. We found that food restriction resulted in a significant alteration of 34 and 14 gene sets (at p-adj ≤0.05) in males and females, respectively; 13 of these were common to both sexes (Figure 2C; Supplementary file 1; Supplementary file 2). 

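The lists of protein folding and protein degradation genes were higher in food-restricted males by camera at its preset correlation. Of 41 endoplasmic reticulum (ER) chaperones and unfolded protein response genes, which fold secreted and membrane proteins, 13 rose, 0 fell and 28 did not pass edgeR's test (23 rose and 1 fell adjusted over the list alone). Their median log2 fold change was 0.20 (adjusted p = 2.59e-14 from camera, adjusted p = 0.289 with an estimated correlation). In the paper's supplementary tables the Hallmark set of the unfolded protein response, of 110 genes, did not pass in males (score 0.31, adjusted p = 0.0602 from GSEA). Pdia4, a disulfide isomerase, rose from 37.5 ± 5.82 to 61.3 ± 10.4 CPM in males (SD, n = 4; log2 fold change 0.71, adjusted p = 0.0374 from edgeR) and had a log2 fold change of 0.17 in females (adjusted p = 0.648). Of 39 subunits and regulators of the proteasome, which degrades ubiquitin-tagged proteins, 9 rose, among them Psmd13, and 0 fell in males (23 rose and 1 fell adjusted over the list alone), with a median of 0.14 (adjusted p = 2.46e-12 from camera, adjusted p = 0.289 with an estimated correlation). In females Psme1, an activator of the proteasome, was the only one of the 39 to rise (median 0.06, adjusted p = 0.00354 from camera, 0.846 with an estimated correlation).
The list of transcripts of cholesterol synthesis and uptake was lower in both sexes by camera at its preset correlation. Of 26 genes of these pathways, 3 fell in males, among them Insig1 and Mvd, and 0 rose (5 fell and 2 rose adjusted over the list alone), with a median of -0.14 (adjusted p = 1.61e-04 from camera, 0.556 with an estimated correlation). In females 6 fell and 0 rose (15 fell adjusted over the list alone), with a median of -0.24 (adjusted p = 6.43e-15 from camera, 0.597 with an estimated correlation). In the paper's supplementary tables the Hallmark set of cholesterol homeostasis, of 71 genes, did not pass in males (score 0.28, adjusted p = 0.254 from GSEA). It passed in females (score 0.47, adjusted p = 0.00538 from GSEA). As printed both scores are positive, opposite to the direction found here. The sign of the female scores is in doubt, since the paper's Figure 2C plots most female sets on the other side. Msmo1, a sterol oxidase (ENSMUSG00000031604, chromosome 8, 65171173 to 65186826), fell from 77.1 ± 6.90 to 54.3 ± 2.28 CPM in females (SD, n = 4; log2 fold change -0.51, standard error 0.07, adjusted p = 0.00534 from edgeR) and had a log2 fold change of -0.15 in males (adjusted p = 0.309). Oligodendrocyte markers, whose proteins build myelin, were lower in females. There 3 of 18 fell, namely Opalin, Mobp and Mog (9 fell adjusted over the list alone; median -0.24, adjusted p = 8.10e-10 from camera, 0.629 with an estimated correlation). In males 0 of the 18 passed edgeR's test or passed when adjusted over the list alone, the score per mouse did not differ by an exact permutation test (p = 0.400), and camera called the list higher at its preset correlation (median 0.12, adjusted p = 0.0281, 0.718 with an estimated correlation).
In males 27 of the 58 lists changed by camera and in females 19. Of the 13 that changed in both, 12 moved in one direction and 1 in opposite directions. On other splits of the same libraries camera called a median of 21 lists in males and 18 in females. Of 35 splits 9 reached the male number and 18 the female one, so that chance is not excluded for either. With an estimated correlation 0 lists changed in either sex by camera, and by fgsea 26 and 19 lists changed. Lists of markers of cells outside the parenchyma were also higher in males, with a median of 0.83 for 22 meningeal and vascular fibroblast markers (adjusted p = 3.57e-17 from camera) and of 0.36 for 20 endothelial markers (adjusted p = 7.40e-10), which were 0.289 and 0.427 with an estimated correlation. In females the meningeal markers were higher too (median 0.20, adjusted p = 0.0110 from camera, 0.918 with an estimated correlation), a call lost without CTR female 6 (0.0744) or CTR female 8 (0.192), and so were 18 markers of hippocampus and thalamus (median 0.44, adjusted p = 2.46e-04 from camera, 0.760 with an estimated correlation). The 15 choroid plexus and ependymal markers had medians of 0.43 in males and -0.62 in females, and of 1.30 for the difference between the sexes. Their scores ran from -1.92 (CTR female 7) to 1.78 (CTR female 5), within 1 group. In females this list passed by camera without CTR female 6 (adjusted p = 0.0269), CTR female 7 (9.75e-04) or FR female 2 (7.18e-04). Without both FR male 2 and FR male 4, a choice made after seeing the data, the ER and proteasome lists had adjusted p = 4.56e-09 and 2.69e-09 from camera and the endothelial list 0.0521. In males Pdia4, Psmd13 and Psme1 were lost without FR male 2, FR male 4, CTR male 6 (adjusted p = 0.180, 0.180 and 0.185 from edgeR) or CTR male 8, and Insig1 and Mvd passed in 11 and 3 of the 16 fits that leave out 1 library. None of these 5 passed in males with the meningeal score as a covariate. In females Opalin was lost without FR female 2, FR female 3, CTR female 6 (adjusted p = 0.149 from edgeR) or CTR female 7, Mobp without those or FR female 1 or CTR female 8 (up to 0.198), Mog without FR female 2, 3 or 4, CTR female 5, 6 or 7, CTR male 7 or CTR male 8 (up to 0.249), and Psme1 without FR female 2, FR female 4, CTR female 6 (0.149) or CTR female 7. The oligodendrocyte list in males was lost without FR male 1 (adjusted p = 0.0610 from camera), FR male 2 (0.445), CTR male 6 (0.442), CTR male 7 (0.0744) or CTR male 8 (0.0503), and the proteasome list in females without CTR female 5 (0.221).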

In male mice, we specifically found that food restriction significantly regulated gene sets associated with canonical energy-regulating pathways (Figure 2), including those associated with oxidative phosphorylation and mTOR signalling (mTORC1 signalling and Phosphatidylinositol 3-kinase (PI3K)/Akt (protein kinase B)/mTOR signalling), as well as fatty acid metabolism; these pathways are known to regulated by leptin and AMPK signalling (Garza-Lombó et al., 2018; Poulsen et al., 2012; Wójtowicz et al., 2020; Kwon et al., 2016; Figure 2D). 

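Nuclear genes of oxidative phosphorylation, the respiratory chain complexes that make ATP in mitochondria, were slightly higher in food-restricted males as a group. Of 80 such genes 5 rose, 0 fell and 75 did not pass edgeR's test (9 rose adjusted over the list alone). Their median log2 fold change was 0.09, 68 of the 80 were positive, and the list changed with adjusted p = 6.19e-06 from camera, or adjusted p = 0.696 with an estimated correlation. Ndufv1, a subunit of complex I that binds NADH (ENSMUSG00000037916, chromosome 19, 4057384 to 4062806), rose from 168 ± 5.43 to 216 ± 21.9 CPM (SD, n = 4; log2 fold change 0.36, standard error 0.07, adjusted p = 0.0374 from edgeR). Uqcrc1, a subunit of complex III, rose by 0.28, and Atp5a1, a subunit of ATP synthase, by 0.30. The 13 genes that the mitochondrial DNA encodes all had negative values, and their median of -0.09 did not pass (adjusted p = 0.0646 from camera), though it did without CTR male 6 (0.00690), FR male 4 (0.0352), CTR female 5 (0.0370), FR female 4 (0.0394) or FR male 1 (0.0411). Of 23 genes of the TCA cycle, which feeds the chain, Idh2, Sdhb, Fh1 and Suclg1 rose and 0 fell (10 rose adjusted over the list alone; median 0.12, adjusted p = 1.54e-06 from camera, 0.373 with an estimated correlation). Of 19 glycolysis enzymes 0 passed (4 rose adjusted over the list alone), and the list had a median of 0.13 (adjusted p = 5.05e-04 from camera, 0.619 with an estimated correlation).
The lists of mTOR and PI3K signalling, which hold other genes than the paper's Hallmark sets, did not pass in males. Of 52 components of the mTOR pathway, which couples nutrients to growth, Rragc, a GTPase that senses amino acids, rose (log2 fold change 0.23, adjusted p = 0.0969 from edgeR; 0 passed adjusted over the list alone), and the list had a median of 0.01 (adjusted p = 0.772 from camera). Of 31 components of the PI3K and AKT pathway 0 passed edgeR's test or passed when adjusted over the list alone (median 0.01, adjusted p = 0.947 from camera). Of 40 amino acid genes that respond to ATF4 and mTORC1, Slc7a11 and the serine synthesis enzymes Phgdh (0.34) and Psph (0.29) rose and 0 fell (5 rose and 1 fell adjusted over the list alone; median -0.00 and camera direction up, adjusted p = 0.178). Among the first genes that the paper's supplementary table prints for mTORC1 signalling in males, Hspa5 and Sdf2l1, both of ER folding, rose by 0.66 and 0.80. Of 38 genes of fatty acid oxidation 0 passed over all genes or adjusted over the list alone (median 0.05, adjusted p = 0.140 from camera). Of 28 targets of PPARα, a lipid-sensing transcription factor, 0 passed (3 rose and 1 fell adjusted over the list alone), and the list was higher (median 0.11, adjusted p = 0.0473 from camera, 0.563 with an estimated correlation).

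**Figure D2:**
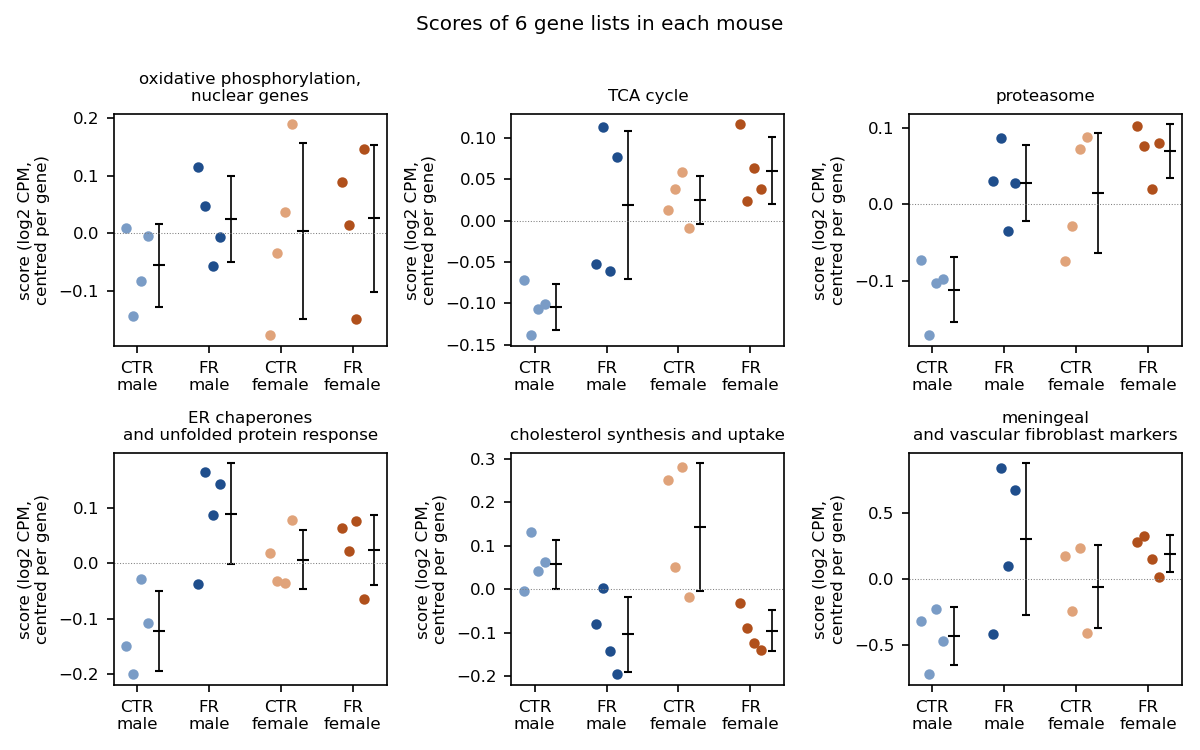
Scores of 6 gene lists in each mouse, as the mean log2 difference of the list's genes from their mean over all 16 libraries (y axis), by group (x axis). Points are mice and bars are the mean and SD of 4 mice. For oxidative phosphorylation FR and CTR males overlap, and for the meningeal markers FR male 2 and FR male 4 stand at 0.84 and 0.67.

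The score of oxidative phosphorylation per mouse differed by 0.08 between FR and CTR males (2-sided exact permutation test, p = 0.200, 4 mice against 4) and that of the TCA cycle by 0.12 (exact p = 0.0286, the smallest that 4 against 4 allow, and 0.241 after Benjamini-Hochberg adjustment over the lists). The oxidative phosphorylation list changed with any 1 library left out (adjusted p from 1.64e-07 to 0.00628 from camera). Random lists of 80 genes matched to it on exon length and mean CPM had a median log2 fold change of 0.08, against 0.09 for the list, which lay at percentile 67.3 of them. The fatty acid oxidation list had adjusted p = 0.0405 without FR male 3. The PPARα list was lost without FR male 1 (adjusted p = 0.0737 from camera), FR male 2 (0.282), FR female 1 (0.0523), FR female 2 (0.0537) or CTR male 6 (0.162). With the meningeal score as a covariate, chosen after seeing the data, the adjusted p was 0.146 for the TCA cycle, 0.363 for glycolysis, which turned direction (median -0.04), and 0.769 for the PPARα targets, and the PI3K list was lower (0.00147). The genes named as rising in males were lost with that covariate and without FR male 2, FR male 4, CTR male 6 or CTR male 8 (Ndufv1 with adjusted p = 0.180 from edgeR without CTR male 6). Atp5a1 and Fh1 passed in 3 of the 16 fits that leave out 1 library, Rragc and Suclg1 in 4, Psph in 6, Idh2 and Sdhb in 7, Uqcrc1 and Phgdh in 11, and Ndufv1, Slc7a11, Hspa5 and Sdf2l1 in 12.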

Notably, these pathways were not significantly regulated by food restriction in females. In addition to these findings, we found that gene sets associated to oestrogen-regulating pathways were significantly regulated in food-restricted males and not in females (Figure 2C). This is consistent with previous findings showing that oestrogen, like leptin, suppresses food intake and promotes energy expenditure (Brown and Clegg, 2010). 

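In food-restricted females the nuclear genes of oxidative phosphorylation, fatty acid oxidation and the mTOR pathway did not pass, and sterol and mitochondrially encoded transcripts were lower. Of the 80 nuclear genes of oxidative phosphorylation 0 passed edgeR's test or passed when adjusted over the list alone, 48 were positive, and the median was 0.02 (adjusted p = 0.274 from camera). Ndufv1 had 200 ± 7.51 CPM in CTR and 226 ± 8.98 CPM in FR females (SD, n = 4; log2 fold change 0.18, adjusted p = 0.262 from edgeR). The 13 mitochondrially encoded genes were all negative, with 0 past edgeR's test and 7 lower adjusted over the list alone (median -0.19, adjusted p = 9.05e-05 from camera, 0.760 with an estimated correlation). The largest of them by p was mt-Nd2, a complex I subunit, at -0.30 (adjusted p = 0.169 from edgeR). Of 52 mTOR components 0 passed (0 adjusted over the list alone; median 0.03, adjusted p = 0.243 from camera). Of 31 PI3K and AKT components Akt2, a kinase of insulin signalling, fell by 0.26 (adjusted p = 0.0977 from edgeR; 1 rose and 2 fell adjusted over the list alone), and the list did not pass (adjusted p = 0.400 from camera). Of 38 genes of fatty acid oxidation 0 passed over all genes or adjusted over the list alone (median 0.01 with a negative camera direction, adjusted p = 0.741). Of the 40 amino acid genes that respond to ATF4 and mTORC1, Slc7a11 rose, and the stress-response factors Atf4 and Atf5 fell by 0.25 and 0.38 (3 rose and 8 fell adjusted over the list alone; adjusted p = 0.190 from camera).
The nuclear oxidative phosphorylation list was higher in females without FR female 3 (adjusted p = 8.15e-05 from camera) or CTR female 8 (1.15e-04), and over the 16 libraries left out in turn it ranged up to 0.851. It was also higher with an oligodendrocyte marker score as a covariate (1.35e-07), chosen after seeing the data. Akt2 passed in 5 and Atf4 in 4 of the 16 fits that leave out 1 library (adjusted p up to 0.275 and 0.266 from edgeR, both without CTR female 6). Slc7a11 was lost without FR female 2, 3 or 4 or CTR female 5, 6 (0.167) or 8, and Atf5 passed in all 16.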

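Oestrogen receptors and their response genes, a list that holds other genes than the paper's Hallmark sets, did not pass in either sex. Of 31 such genes Xbp1, a transcription factor of the unfolded protein response that oestrogen also induces, rose in males and 0 fell (2 rose adjusted over the list alone). Xbp1 (ENSMUSG00000020484, chromosome 11, 5470659 to 5475893) rose from 84.8 ± 6.45 to 108 ± 14.2 CPM in males (SD, n = 4), a log2 fold change of 0.35 (standard error 0.09, adjusted p = 0.0710 from edgeR). In females it stood at 97.7 ± 4.15 CPM in CTR and 97.6 ± 8.65 CPM in FR mice (SD, n = 4; adjusted p = 0.998 from edgeR). Greb1, a direct target of the oestrogen receptor, had log2 fold changes of -0.52 in males and -0.41 in females (adjusted p = 0.261 in males), and Fkbp4, a chaperone of steroid receptors, 0.28 and 0.20 (adjusted p = 0.123 in males), neither past edgeR's test. The list's median was 0.04 in males (adjusted p = 0.283 from camera) and -0.00 in females (0.905), where 0 genes passed over all genes or adjusted over the list alone. The difference between the sexes was 0.05 (adjusted p = 0.362 from camera for the interaction). Of the first genes that the paper's supplementary tables print for the oestrogen response sets, Gla, a lysosomal galactosidase, rose in males by 0.38 (adjusted p = 0.0685 from edgeR), and Lsr and Perp, proteins of cell junctions, did not pass (0.65 and 0.63, adjusted p = 0.103 and 0.114).
Xbp1 and Gla were lost without FR male 2, FR male 4, CTR male 6 or CTR male 8 and passed in 11 of the 16 fits that leave out 1 library (adjusted p up to 0.270 and 0.246 from edgeR). With the meningeal score as a covariate, chosen after seeing the data, both were lost and the list was lower in males (adjusted p = 0.0377 from camera).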

Finally, consistent with past studies in cortex, we found that food restriction in males altered gene expression associated with inflammation and reactive oxidative species (Figure 2D; Estep et al., 2009; Wood et al., 2015).

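By camera at its preset correlation the lists of interferon-induced genes and of antigen presentation were higher in food-restricted males. Their scores per mouse did not differ by the exact permutation test (p = 0.0571 and 0.257). The list of NF-kB and cytokine genes, which holds other genes than the paper's Hallmark sets, did not pass in males. Of 55 genes of the interferon response, 5 rose, 0 fell and 50 did not pass edgeR's test in males (12 rose and 2 fell adjusted over the list alone), with a median of 0.25 (adjusted p = 6.19e-06 from camera, 0.373 with an estimated correlation). Ifit3, an antiviral protein, rose from 7.71 ± 0.873 to 11.9 ± 2.06 CPM (SD, n = 4; log2 fold change 0.62, adjusted p = 0.0423 from edgeR), and Ifitm2 and Ifit1 rose by 0.60 and 0.58. In females the list was higher too (median 0.14, adjusted p = 8.23e-04 from camera, 0.760 with an estimated correlation), with 1 gene risen, Psme1 (5 adjusted over the list alone). Of 20 genes of MHC and antigen presentation 5 rose in males, among them H2-Ab1 of class II (adjusted p = 0.0670 from edgeR), and 0 fell (8 rose and 1 fell adjusted over the list alone; median 0.18, adjusted p = 3.15e-04 from camera, 0.546 with an estimated correlation). Of 29 NF-kB and cytokine genes 0 passed in either sex (1 rose in males adjusted over the list alone), and the list had a median of 0.07 in males (adjusted p = 0.144 from camera) and 0.13 in females (0.0229, and 0.760 with an estimated correlation). Of 15 complement genes 0 passed in males (2 rose adjusted over the list alone; adjusted p = 0.140 from camera).
The list of antioxidant genes was higher in males by camera at its preset correlation. Of 50 targets of NRF2 and other antioxidant genes, Slc7a11, Sod1, Nqo1, Prdx4 and 1 other rose and 0 fell (18 rose adjusted over the list alone), with a median of 0.15 (adjusted p = 7.40e-10 from camera, 0.289 with an estimated correlation). Sod1, the cytosolic superoxide dismutase (ENSMUSG00000022982, chromosome 16, 90017642 to 90023217), rose from 119 ± 7.08 to 143 ± 9.26 CPM (SD, n = 4; log2 fold change 0.26, adjusted p = 0.0710 from edgeR). Of the 48 genes of the Hallmark reactive oxygen species set that were tested, 5 rose and 0 fell (13 rose and 2 fell adjusted over the list alone; median 0.09, adjusted p = 4.32e-04 from camera, 0.373 with an estimated correlation). In females Msra, which repairs oxidized methionine, rose and Oxsr1, a stress-responsive kinase, fell within that set, which did not pass (adjusted p = 0.274 from camera), and Slc7a11 and Msra rose among the NRF2 genes (3 rose adjusted over the list alone; median 0.05, adjusted p = 0.0222 from camera, 0.871 with an estimated correlation).
Of 11 markers of perivascular macrophages 3 rose in males (Lyve1, F13a1 and Mrc1; median 0.66), and of 18 microglia markers 0 rose and 1 fell (median 0.04). In females Lyve1 rose by 1.46 (adjusted p = 0.0454 from edgeR) and passed in 11 of the 16 fits that leave out 1 library. The macrophage list had a median of 0.22 in females. Its score per mouse was higher in both sexes (exact p = 0.0286 in each, 0.241 in males and 0.281 in females after Benjamini-Hochberg adjustment). With the meningeal score as a covariate, chosen after seeing the data, the male lists had adjusted p = 0.0551 for interferon, 0.627 for antigen presentation, which turned direction (median -0.09), 4.87e-05 for NRF2 and 0.00147 for the reactive oxygen species set from camera. The single genes that rose in males were lost with that covariate and without FR male 2, FR male 4, CTR male 6 or CTR male 8 (Ifit3 with adjusted p = 0.212 and Sod1 with 0.279 from edgeR without CTR male 6), and Nqo1, Mrc1 and Prdx4 passed in 9, 7 and 3 of the 16 fits that leave out 1 library. In females Msra was lost without FR female 2, 3 or 4 or CTR female 5, 6 (0.208) or 7, and Oxsr1 passed in 5 of the 16 fits. The NRF2 list in females was lost without FR female 1 (adjusted p = 0.0912 from camera), FR female 4 (0.120) or CTR female 5 (0.366), and the NF-kB list without FR female 1 (0.0972) or CTR female 8 (0.0751).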

**Figure 2.**
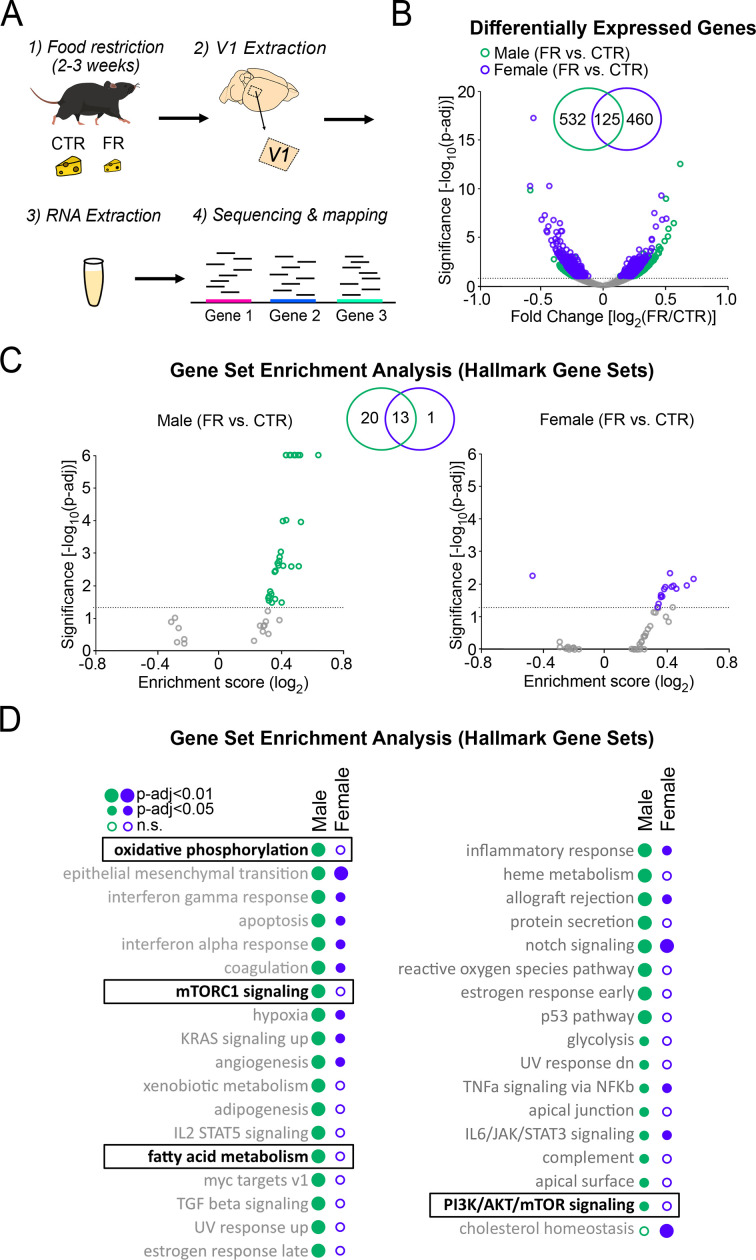
Cellular energy-regulating pathways are more robustly impacted by food restriction in males than in females. (**A**) Schema of RNA sequencing of V1 tissue. (**B**) Volcano plot of fold change expression with food restriction vs. significance for all analysed genes; broken horizontal line denotes adjusted p < 0.1 significance level, below which non-significantly regulated expressed genes are marked by grey. Inset: Venn diagram showing the number of significantly differentially expressed genes with food restriction in males and females. (**C**) Gene Set Enrichment Analysis using Hallmark Gene Sets, depicted using a volcano plot of Enrichment Score vs. significance for males (left) and females (right); broken horizontal lines denotes adjusted p < 0.05 significance level. Inset: Venn diagram showing the number of significantly regulated gene sets with food restriction in males and females. (**D**) Complete list of significantly enriched gene sets by food restriction in males and females for analysis in C. Gene sets of interest are denoted by a box (oxidative phosphorylation: male; *t* = 0.48; p < 0.0001; female; *t* = −0.17; p = 0.96; mTORC1 signalling: male; *t* = 0.46; p < 0.0001; female; *t* = −0.18; p = 0.98; fatty acid metabolism: male; *t* = 0.43; p < 0.0001; *t* = 0.2; p = 0.88; PI3K/AKT/mammalian target of rapamycin (mTOR) signalling: male; *t* = 0.34; p = 0.027; female; *t* = 0.17; p = 0.98). All data from four CTR males, four FR males, four CTR females, and four FR females.

Collectively, these findings reveal that food restriction strongly affects energy-regulating cellular pathways in the cortex of male, as opposed to female, mice.

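The response to food restriction was higher in males than in females for genes of oxidative phosphorylation and the TCA cycle by camera at its preset correlation, and for oxidative phosphorylation the direction of the difference depended on the setting. For the 80 nuclear genes of oxidative phosphorylation the male response exceeded the female response by a median of 0.08 on the log2 scale, in 61 of the 80 genes (adjusted p = 0.00210 from camera, 0.789 with an estimated correlation). For the 23 TCA cycle genes it exceeded it by 0.09 (adjusted p = 0.00180 from camera, 0.789 with an estimated correlation), and for the 28 genes of fatty acid synthesis and the 40 amino acid genes that respond to ATF4 and mTORC1 by 0.10 each (adjusted p = 0.0173 and 0.0106, both 0.789 with an estimated correlation). The difference was -0.01 for the mTOR components (adjusted p = 0.416), 0.03 for the PI3K and AKT components (0.400) and 0.08 for fatty acid oxidation (0.0707), none of which passed. Outside energy metabolism the ER chaperones had a difference of 0.20 (adjusted p = 6.22e-11 from camera, 0.599 with an estimated correlation) and the oligodendrocyte markers of 0.40 (2.71e-15, 0.599 with an estimated correlation). Of the 58 lists 18 differed between the sexes by camera, 0 with an estimated correlation and 21 by fgsea. Of 100 splits of the libraries 56 reached 18 lists by camera, so that the number does not exclude chance.

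**Figure D3:**
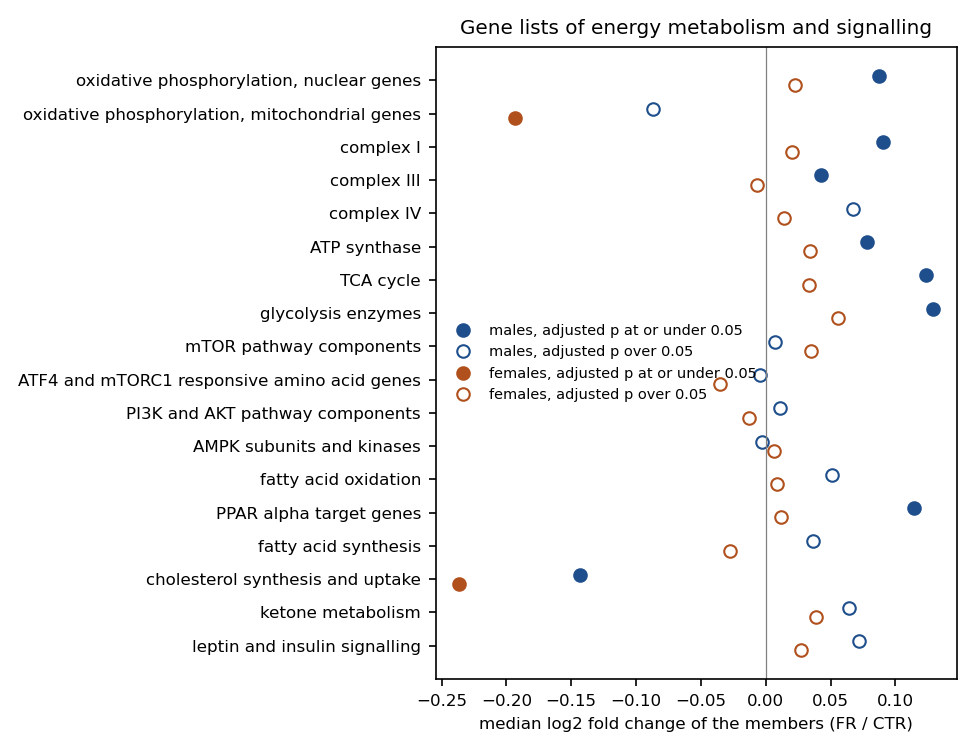
Median log2 fold change with food restriction of 18 lists of energy metabolism and its signalling (rows) in males and females (x axis). Filled symbols are lists that passed camera at its preset correlation (adjusted p of 0.05 or less), and with an estimated correlation 0 lists did.

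The difference in oxidative phosphorylation was lost without FR female 3 (adjusted p = 0.537 from camera), CTR female 8 (0.632), FR male 1 (0.0792) or CTR male 6 (0.0823), and the number of lists was 11 without FR male 2. With an oligodendrocyte marker score as a covariate it turned direction and passed (median -0.07, adjusted p = 0.00830 from camera), and without the 4 libraries with over 4% of counts in 1 gene ID it turned too (-0.05, adjusted p = 0.106), both settings chosen after seeing the data, as were the next. The difference in the TCA cycle passed with any 1 library left out, and its adjusted p was 0.783 with the oligodendrocyte score, 0.301 with the meningeal score, 0.764 without both FR male 2 and FR male 4 and 0.137 without the 4 libraries. That in fatty acid synthesis was lost without FR male 2 (0.135) or FR male 4 (0.0558) and with 1 surrogate variable (0.0679), and that in the ATF4 list without FR male 4 (0.0906), CTR female 5 (0.0755) or FR female 4 (0.0597). The difference in fatty acid oxidation passed without CTR female 5 (0.0160), FR male 3 (0.0194), FR female 4 (0.0227) or CTR male 5 (0.0318). Random lists matched on exon length and mean CPM had a median difference of 0.07, and the oxidative phosphorylation list lay at percentile 75.7 of them. The TCA cycle difference lay at percentile 95.4 of its matched lists, so that both were inside the central 95%, while the ATF4 list (99.95), fatty acid synthesis (99.8) and fatty acid oxidation (99.45) lay above it, a comparison chosen after seeing the data. The paper's conclusion on energy-regulating pathways also rests on AMPK phosphorylation and on PPARα activity, assessed by DNA binding, which these counts do not measure.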

### ATP usage in V1 is significantly decreased under food restriction in males but not in females

We next examined energy usage in visual cortex during visual processing using two-photon ATP imaging in V1 of awake, head-fixed Thy1-ATeam1.03^YEMK^ mice, which express a Fluorescence Resonance Energy Transfer (FRET)-based ATP sensor (Trevisiol et al., 2017; Baeza-Lehnert et al., 2019; Figure 3A). In the presence of ATP synthesis inhibitors, focally applied over the visual cortex, ATP usage can be seen as a decay of the FRET signal during visual stimulation with natural stimuli (Padamsey et al., 2022; Figure 3A). Data obtained in females were compared to our previously published datasets obtained under similar conditions in male mice (Padamsey et al., 2022). As previously shown (Padamsey et al., 2022), food restriction robustly decreased the rate of cortical ATP usage in males (24% decrease) (half-time of FRET decay: CTR male vs. FR male; 8.48 min [95% CI: 7.59–9.37 min] vs. 10.51 min [95% CI: 9.08–11.93 min]; *t* = 2.87; df = 37; p = 0. 0067; *n* = 11 CTR males and 10 FR males) during visual stimulation; a more modest trend was observed in females (12% decrease), which was not significant compared to controls (half-time of FRET decay: CTR female vs. FR female; 8.66 min [95% CI: 7.49–9.84 min] vs. 9.66 min [95% CI: 8.92–10.39 min]; *t* = 1.36; df = 37; p = 0.18; *n* = 12 CTR females and *n* = 8 FR females) (Figure 3B, C). In the absence of visual stimulation (darkness), ATP usage was lower than during visual stimulation and unaffected by food restriction, for either sex (Figure 3—figure supplement 1).

**Figure 3.**
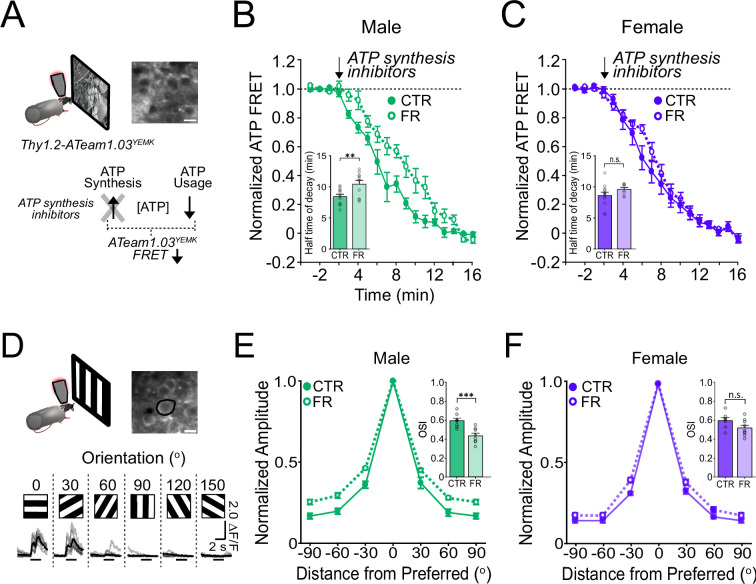
ATP usage and orientation selectivity in V1 are more robustly decreased by food restriction in males than in females. (**A**) Schemata of ATP imaging experiment. Top: Example field of view of V1 layer 2/3 neurons in the ATeam1.03^YEMK^ transgenic mouse (scale bar: 10 μm). Bottom: ATP synthesis inhibitors were used to isolate ATP usage, recorded as a decrease in FRET signal during presentation of natural, outdoor scenes. (**B**) Normalized ATeam1.03^YEMK^ FRET signal in males and during presentation of natural, outdoor scenes. ATP synthesis inhibitors (arrow) were added to isolate ATP usage. Inset: Time to 50% decay of the ATeam1.03^YEMK^ FRET signal (two-way analysis of variance [ANOVA]: *t* = 2.87; df = 37; p = 0. 0067; *n* = 11 CTR males and 10 FR males). (**C**) As in (**B**) but for females (inset: two-way ANOVA: *t* = 1.36; df = 37; p = 0.18; *n* = 12 CTR females and *n* = 8 FR females). (**D**) Top: Schema of two-photon imaging and sample field of view of V1 layer 2/3 neurons expressing GCaMP6s (scale bar: 10 μm). Bottom: Sample fluorescent signals (grey) from a selected neuron (black circle) in response to 6 drifting gratings of varying orientations. Trial averages are in black. Horizontal bar denotes 2 s grating presentation. (**E**) Mean orientation tuning curves normalized to the response to the preferred orientation for CTR and FR males (data from Padamsey et al., 2022). Note that −90° and +90° conditions correspond to the same visual stimulus. Inset: Orientation selectivity index (OSI; two-way ANOVA: *t* = 3.75; df = 27; p = 0.0009; *n* = 8 CTR and 8 FR males). (**F**) As in (**E**) but for females (Inset: two-way ANOVA: *t* = 1.90; df = 27; p = 0.08; *n* = 7 CTR females and 9 FR females). **p < 0.01; ***p < 0.001; n.s. = not significant. Error bars are standard error of the mean (SEM). Data from male mice are from a previously published dataset obtained under similar conditions (Padamsey et al., 2022).

**Figure 3—figure supplement 1.**
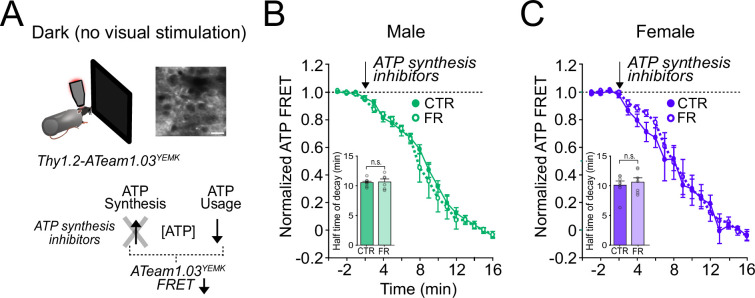
ATP usage in visual cortex is not affected by food restriction in the absence of visual stimulation. (**A**) Schemata of ATP imaging experiment in the absence of visual stimulation (dark screen). Top: Example field of view of V1 layer 2/3 neurons in the ATeam1.03^YEMK^ transgenic mouse (scale bar: 10 μm). Bottom: ATP synthesis inhibitors were used to isolate ATP usage, recorded as a decrease in FRET signal. (**B**) Normalized ATeam1.03^YEMK^ FRET signal in males in the absence of visual stimulation (dark screen). ATP synthesis inhibitors (arrow) were added to isolate ATP usage. Inset: Time to 50% decay of the ATeam1.03^YEMK^ FRET signal (two-way analysis of variance [ANOVA]: *t* = 0.14; df = 24; p = 0.89; *n* = 8 CTR males and 6 FR males). (**C**) As in (**B**) but for females (inset: two-way ANOVA: *t* = 0.64; df = 37; p = 0.52; *n* = 8 CTR females and *n* = 8 FR females). n.s. = not significant. Error bars are standard error of the mean (SEM).

**Figure 3—figure supplement 2.**
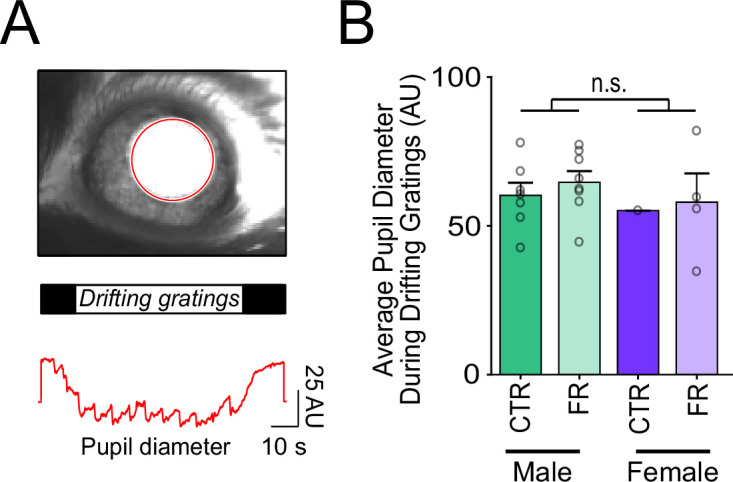
Pupil diameter during visual stimulation is not affected by sex or food restriction. (**A**) Top: Sample camera image of pupil (red outline) during visual stimulation. Bottom: Pupil diameter during the presentation of drifting gratings. (**B**) Pupil diameter was comparable across sex and diet. To assess significance across sex, pupil data within a sex was pooled (across diet) (*t*-test: male vs. female; *t* = 0.82; df = 18; p = 0.42; *n* = 7 CTR males, 8 FR females, 1 CTR female, and 4 FR females). n.s. = not significant. Error bars are standard error of the mean (SEM). Data from male mice are from a previously published dataset obtained under similar conditions (Padamsey et al., 2022).

**Figure 3—figure supplement 3.**
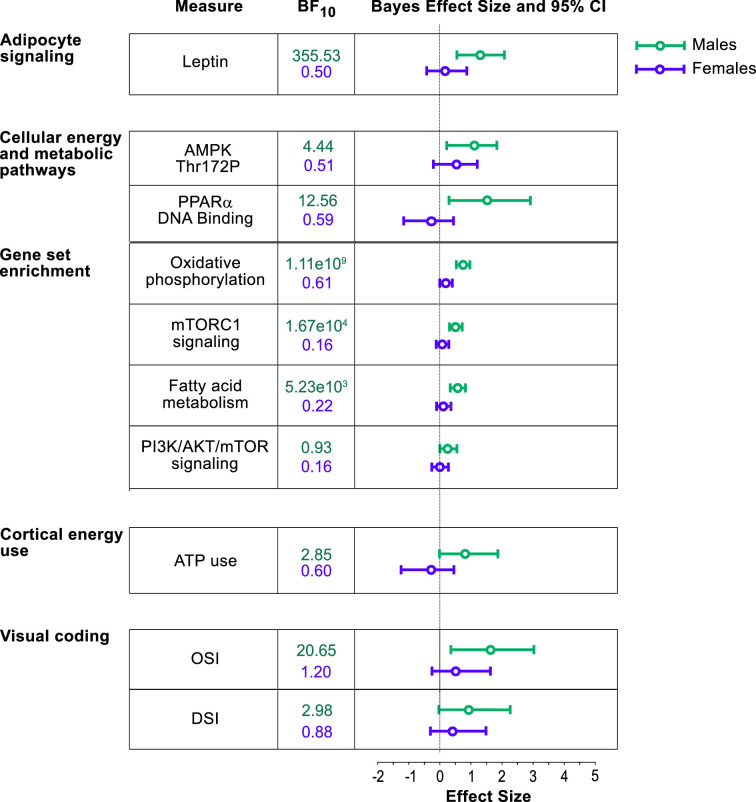
Bayes factor analysis reveals statistically robust impact of metabolic stress on V1 energy usage and visual coding in males, but not in females. Bayes factor (BF_10_) along with quantified effect size and 95% confidence intervals (CIs) are shown for males (green) and females (purple). Across parameters, BF_10_ and effect sizes are greater for males than females, meaning that food restriction induces a more robust effect on visual cortical function and energy usage in males than females.

Altogether, these findings demonstrate that food restriction significantly impacts V1 energy usage during visual stimulation in males but not in females.

### Orientation selectivity in V1 is significantly reduced under food restriction in males but not in females

We next examined how food restriction impacts visual cortical function. In male mice, reductions in energy usage in V1 during food restriction are associated with a decreased visual coding precision as evidenced by a reduction of orientation selectivity (Padamsey et al., 2022). Given the non-significant impact of food restriction on energy usage in female mice, we reasoned that orientation selectivity would also be less impacted. We analysed two-photon calcium imaging data of V1 GCaMP6s-labelled layer 2/3 neurons in female mice viewing drifting gratings (Figure 3D–F; *n* = 7 CTR male, *n* = 8 FR male, *n* = 7 CTR female, and *n* = 9 FR female mice). Data obtained in females were compared to our previously published datasets obtained under similar conditions in male mice (Padamsey et al., 2022). Consistent with our hypothesis, in contrast to males in which orientation selectivity was significantly reduced by 27% (orientation selectivity index [OSI]: CTR male vs. FR male; 0.58 [95% CI: 0.51–0.65] vs. 0.42 [95% CI: 0.36–0.49]; *t* = 3.75; df = 27; p = 0.0009), orientation selectivity was modestly (13%) and not significantly reduced by food restriction in females (OSI: CTR female vs. FR female; 0.60 [95% CI: 0.52–0.67] vs. 0.52 [95% CI: 0.45–0.58]; *t* = 1.90; df = 27; p = 0.08) (Figure 3E, F). Direction tuning, as measured by the direction selectivity index (DSI) was also significantly affected by food restriction in males, but not in females (Figure 3—figure supplement 3; males: CTR vs. FR; *t* = 2.16; p = 0.023; df = 12; *n* = 6 CTR males and 8 FR males; females: CTR vs. FR; *t* = 1.49; p = 0.16; df = 14; *n* = 7 CTR females and 9 CTR females).

Altogether, our results show that energy usage and coding precision in the visual cortex are largely maintained in female mice under food restriction while they are robustly reduced in males. Such findings cannot be readily attributed to differences in behavioural or attentional state. All animals were imaged while in a cardboard tube, and therefore not locomoting. Moreover, we found no difference in pupil size during the presentation of visual stimuli (Figure 3—figure supplement 2).

### Bayes factor analysis reveals statistically robust impact of metabolic stress on V1 energy usage and visual coding in males, but not females

We used Bayes factor hypothesis testing to better assess the statistical impact of food restriction on visual cortical function and energy usage in male and female mice (Figure 3—figure supplement 3). Bayes factor analysis uses a Bayesian framework to quantify how much more likely the data is under the alternative hypothesis (i.e. there is an effect of food restriction) vs. the null hypothesis (i.e. there is no effect of food restriction), quantified by the Bayes factor (BF_10_) (van Doorn et al., 2021; Keysers et al., 2020). A BF_10_ >3, for example, means that the data are >3 times more likely under the alternative hypothesis than the null hypothesis. Critically, the BF_10_ allows for a more informative comparison of the effects of food restriction between sexes, as opposed to comparing p values, which can be misleading (van Doorn et al., 2021; Keysers et al., 2020). Across the parameters of energy usage and visual coding that we tested (Figures 1—3), BF_10_ for males was consistently several-fold greater than that for females. Thus, visual cortical function and energy usage were more robustly modulated by food restriction in males than in females.

Our findings however cannot rule out a potential, smaller impact of food restriction on cortical function and energy usage in females, below the threshold for statistical detection in this study. In particular, for females, we found only 3 out of the 10 parameters had BF_10_ <0.33, that is the data are three times more likely under the null hypothesis than the alternative hypothesis supporting the absence of an effect (van Doorn et al., 2021; Keysers et al., 2020; Figure 3—figure supplement 3). This suggests that food restriction may have a modest impact on V1 energy usage or function in females, but below the limits of statistical detection in our study.

Altogether, our results show that energy usage and coding precision in the visual cortex are largely maintained in female mice under food restriction while they are robustly reduced in males.

## Discussion

Here, we find that in female mice, energy usage and visual coding in V1 are largely unchanged under food restriction. Using molecular analysis and RNA sequencing, we found that energy-regulating pathways were not significantly changed with food restriction in females, in contrast to males; these included pathways associated with AMPK, mTOR, and PPARα signalling, as well as oxidative phosphorylation. 

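Transcripts of the energy sensors themselves did not pass in either sex. Prkaa1 and Prkaa2, the catalytic subunits of AMPK, had log2 fold changes of -0.03 and 0.13 in males (adjusted p = 0.878 and 0.478 from edgeR's quasi-likelihood test) and of 0.12 and -0.00 in females (0.499 and 0.999). Ppara had 0.00 in males and -0.01 in females (adjusted p = 0.993 and 0.983 from edgeR), and Mtor had 0.01 and -0.10 (0.962 and 0.620). Lepr, the leptin receptor, had 0.62 in males and 0.15 in females (adjusted p = 0.202 and 0.852 from edgeR), and Stat3, which acts after it, 0.13 and 0.15 (0.405 and 0.457). Of 14 genes of AMPK subunits and the kinases that activate it, 0 passed in males (2 fell adjusted over the list alone; adjusted p = 0.672 from camera). In females Camkk2, a kinase that activates AMPK, fell by 0.40 (adjusted p = 0.0473 from edgeR; 1 fell adjusted over the list alone), and the list did not pass (0.905 from camera). Acot2, a mitochondrial thioesterase, rose in females among the 28 PPARα targets (0.32, adjusted p = 0.0864 from edgeR; 2 rose and 2 fell adjusted over the list alone), a list that did not pass there (0.274 from camera). The amounts and phosphorylation of the proteins are not measured by these counts. Camkk2 was lost without FR female 2, 3 or 4 or CTR female 6 or 7 (adjusted p up to 0.151 from edgeR), and Acot2 passed in 5 of the 16 fits that leave out 1 library (up to 0.267).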

Consistent with this, we found that food restriction in females did not impact visual cortical ATP usage nor orientation selectivity, both of which were reduced by food restriction in males. Our findings suggest that the contribution of neocortex to energy-saving adaptations during food restriction is sex selective and more pronounced in males; females may rely on other energy-saving strategies, such as reducing reproductive function, to cope with food restriction.

### Limitations of the study

Our study focussed on the effects of a moderate food restriction protocol over 2–3 weeks on neocortical function and energy usage. This protocol is widely used in metabolic studies investigating the impact of caloric restriction on peripheral physiology, as well as in neuroscience studies to motivate rodents to perform specific behaviours (Suchacki et al., 2023; Guo et al., 2014; Goltstein et al., 2018; Toth and Gardiner, 2000). However, it remains unclear to what extent our findings generalize to other protocols of food restriction. Indeed, the duration, magnitude, and pattern of food restriction, as well as macronutrient composition are known to impact the physiological responses to dietary manipulations (Dagon et al., 2005; Collet et al., 2017; Cuevas-Cervera et al., 2022; Hofer et al., 2022). Moreover, while we focussed our study on the adult visual cortex, it remains unclear if the brain shows similar sex-specific energy-saving adaptations in other cortical areas, and how such adaptations change with age (Suchacki et al., 2023; Mitchell et al., 2016).

A key strength of our study is that we consistently found, across a number of experimental methods, that changes in cortical function and energy usage were significant in males, but not in females. However, a critical limitation of our study is that we did not have the statistical power to directly compare the effect size of food restriction between the sexes (e.g. analysis of variance [ANOVA] interaction effects); to do so would require a substantial increase in experimental group sizes by several-fold. 

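A test of each gene's difference in response between the sexes, as an interaction term over all 16 libraries, called 0 genes by edgeR at an adjusted p of 0.1, with 973 genes at an unadjusted p under 0.05 where chance gives 933. The smallest adjusted p was 0.485. DESeq2's Wald test called 18 genes, 16 with the larger log2 fold change in males and 2 in females. Of the genes that rose in both sexes, Rbm3 had the larger log2 fold change in males by 0.39 and Cirbp by 0.11 (adjusted p = 0.896 for both from edgeR). Cry1, a repressor of the circadian clock, rose by 0.33 in males (adjusted p = 0.0710 from edgeR) and had -0.15 in females, and its difference did not pass (adjusted p = 0.629). The male call of Cry1 was lost without FR male 2, FR male 4, CTR male 6 (adjusted p = 0.279 from edgeR) or CTR male 8, and with the meningeal score as a covariate, chosen after seeing the data. In counts simulated with known differences at the same group sizes, edgeR's interaction test found 11% of genes whose responses differed by 0.32 on the log2 scale, 62% of those at 1.5-fold, 81% of those at 2-fold and 96% of those at 3-fold. Genes vary independently in those counts, and the test called 279 genes there against 0 here. The shares may therefore overstate what the test finds in the real libraries.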

We addressed this limitation, in part, using Bayes factor analysis, which revealed that the impact of food restriction in males was indeed more robust than in females. This analysis also revealed that our study did not have sufficiently strong evidence to definitively rule out a smaller effect of food restriction in females, which may not have been statistically detectable.

### Role of leptin and sex hormones in food restriction impact on cortical activity

Consistent with past studies, we found that food-restricted female mice resisted weight loss, and therefore required a greater restriction of food to achieve similar weight loss (relative to baseline) as males. In addition, for the same relative weight loss as males, females exhibited minimal reductions in serum leptin levels (secreted by adipocytes), consistent with past studies showing that females resist fat loss during food restriction (Andersson et al., 1991; Cortright and Koves, 2000; Volek et al., 2004; Tirosh et al., 2015; Suchacki et al., 2023). Similar effects have been observed across several mammalian species, including humans, and is thought to reflect the differential importance of fat stores for reproductive success in males and females (Andersson et al., 1991; Cortright and Koves, 2000; Volek et al., 2004; McCarthy and Berg, 2021; Tirosh et al., 2015). Notably, we previously demonstrated that reductions in leptin levels during food restriction are necessary for driving energy-saving changes in visual cortical coding in male mice; leptin therefore acts as a critical signal linking the neocortex to fat stores (Padamsey et al., 2022). That leptin levels are not significantly affected by food restriction in females may explain the minimal impact food restriction has on cortical energy usage and coding precision in female mice.

In addition to leptin, sex hormones likely contribute to sex-specific adaptations to food restriction (Kane et al., 2018). As with leptin, oestrogen suppresses food intake and promotes energy expenditure (Brown and Clegg, 2010), in part by augmenting leptin signalling by increasing leptin-induced phosphorylation of STAT3 (Gao and Horvath, 2008). Moreover, oestrogen can enhance ATP production by sensitizing insulin signalling, enhancing glycolysis, and oxidative phosphorylation, and along with progesterone, upregulating mitochondrial gene expression and function (Brown and Clegg, 2010; Irwin et al., 2008; Brinton, 2008). Interestingly, in our study, RNA sequencing revealed that oestrogen signalling pathways were significantly regulated in male visual cortex with food restriction, and were unchanged in females. Oestrogen may thus have overlapping effects with those induced by food restriction, thereby diminishing further responses to food restriction in females (Suchacki et al., 2023). Notably, it was recently shown that sex differences in calorie-restriction’s metabolic effects that are observed in young adult mice, are largely absent in older mice, when females’ oestrogen levels have declined (Suchacki et al., 2023). Further studies will be needed to explore whether the resilience of cortical function found in this study in young cycling adult females is also observed in non-cycling mice with reduced oestrogen levels, such as in aged mice.

### Sex-specific regulation of cellular energy-regulating pathways

AMPK and mTOR signalling pathways are canonical regulators of cellular energy usage (Garza-Lombó et al., 2018; Takei and Nawa, 2014). We found these pathways, along with cortical ATP usage, to be significantly modulated by food restriction in male, but not female mice. AMPK is activated during metabolic stress, and saves energy by regulating oxidative phosphorylation (Herzig and Shaw, 2018; de la Cruz López et al., 2019), and inhibiting cellular pathways associated with energy usage, such as mTOR signalling (Garza-Lombó et al., 2018). mTOR signalling, by upregulating protein synthesis, increases ATP usage by promoting neuronal excitability, neurite outgrowth, ion channel expression, and synaptic plasticity (Takei and Nawa, 2014). mTOR signalling is therefore ideally situated to regulate how much ATP is used in neuronal function; its inhibition may underlie ATP savings and the associated loss of coding precision with food restriction in male mice. Notably, previous studies have found sex- and tissue-dependent regulation of AMPK and mTOR signalling, including in response to food restriction (Kane et al., 2018). For example, in skeletal muscle, mTOR signalling is enhanced by fasting selectively in male, but not female mice (Kane et al., 2018; Baar et al., 2016). Moreover, metabolic challenge by endurance training induces greater AMPK activity in cardiac tissue in male, as opposed to female mice (Brown et al., 2020). Our study extends the sex-specific regulation of these energy-regulating pathways to the neocortex.

### Importance of biological sex on the impact of food restriction on cortical function

Food restriction protocols are widely used to motivate animals in behavioural studies examining cortical function (Guo et al., 2014; Goltstein et al., 2018; Toth and Gardiner, 2000). Our findings suggest that these protocols are likely to have greater impacts on basal neocortical function in males, as compared to females. Consistent with this, a recent study has found that food restriction in juvenile mice strongly impacts cognitive flexibility in learning and decision-making in adulthood, specifically for males but not females (Clemens et al., 2019; Lin et al., 2022). Such sex-specific impacts of food restriction on neocortical function are important to take into consideration in the design and interpretation of such studies.

Diet is known to have a considerable impact on neurological diseases, including epilepsy, Alzheimer’s disease, and other neurodegenerative diseases (de Carvalho, 2022; Schroeder et al., 2010). While calorie restricted diets have proven to be of benefit in this regard, the sex dependency of such interventions have not been thoroughly investigated, though on the basis of our findings it is conceivable that males and females may respond differently to dietary interventions. The inclusion of both males and females in biomedical research, and the study of sex differences, is therefore of considerable importance for ensuring efficacious treatments are developed for both sexes.

In conclusion, we find that visual cortical coding and energy usage in females are resistant to food restriction, in contrast to males. Our findings establish that sex-specific adaptations in energy usage, previously described in peripheral tissue under metabolic challenge, extends to the neocortex.

## Materials and methods

### Resource availability

#### Lead contact

Further information and requests for resources and materials should be directed to and will be fulfilled by the lead contact Nathalie L. Rochefort ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

1. GEO accession number for RNA-seq datasets: GSE233435.
2. Processed data will be made available at https://datashare.ed.ac.uk/handle/10283/3871. Requests for raw data should be made to and will be fulfilled by the lead contact ().
3. MATLAB scripts to analyse data have been previously published (Padamsey et al., 2022) and are available at https://zenodo.org/record/5561795#.YmJ3AtrMJPY and https://github.com/rochefort-lab/Padamsey-et-al-Neuron-2022.
4. Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request.

### Experimental model and subject details

Experiments were approved by the University of Edinburgh’s Animal Welfare and Ethical Review Board (AWERB) and carried out under Home Office (UK) approved project and personal licenses. All experiments conformed to the UK Animals (Scientific Procedures) Act 1986 and the European Directive 86/609/EEC and 2010/63/EU on the protection of animals used for experimental purposes.

This study used male and female C57BL/6J mice (RRID:IMSR_JAX:000664; Jackson Laboratory) and male B6-Tg (Thy1.2-ATeam1.03^YEMK^)^AJhi^ transgenic mice, that were bred on a C57BL/6J background (RRID:MGI:5882597; https://scicrunch.org/resources). Animals were group housed (2–5 animals/cage) and maintained on a reverse light/dark (12/12 hr) cycle in a room kept at 21 ± 2°C and 55 ± 10% humidity.

For data associated with in vivo recordings (Figure 3), data obtained in female mice were compared to our previously published datasets obtained under similar conditions in male mice (Padamsey et al., 2022).

### Method details

#### Food restriction

Mice (7–9 weeks of age) either had ad libitum access to food (RM1 expanded pellets; DBM Scotland UK) or were food restricted for 2–3 weeks to 85% of their baseline bodyweight prior to experimentation as previously described (Padamsey et al., 2022). Briefly, for food restriction, one ration of food was given 4–8 hr prior to the end of the dark cycle, with the amount of food progressively reduced to achieve target weight. 1–2 hr prior to experimentation, all animals had ad libitum access to food until sated.

### AAV injection and cranial window

For calcium imaging experiments, C57BL/6 were anesthetized using isoflurane, and given pre-operative analgesia (vetergesic: 0.1 mg/kg; carprieve: 5 mg/kg; rapidexon: 2 mg/kg) along with warm Ringer’s solution (25 ml/kg) subcutaneously; vetergesic jelly was additionally given orally post-operatively 24 hr later. Opaque eye cream was applied to the eyes (Bepanthen, Bayer, Germany). A craniotomy (2 × 2 mm) was applied over left V1 (centre at 2.5 mm mediolateral and 0.5 mm anterior to lambda). Flexed GCaMP6s (AAV1.Syn.Flex.GCaMP6s.WPRE.SV40; Addgene; RRID:Addgene_105558-AAV1) diluted 1:10 in saline, along with CaMKII-dependent Cre-recombinase (AAV1.CamKII 0.4.Cre.SV40; Addgene; RRID:Addgene_105558-AAV1) diluted 1:100 saline was injected at the centre of the craniotomy via a sharp glass pipette. Injections were targeted to layer 2/3, with 100 nl of virus solution injected (2.5 nl/30 s) at each of three depths (150, 250, and 350 μm) via a sharp glass pipette using a Nanoject III (Drummond Scientific). A glass window was then used to seal the craniotomy, and superglued in place. The window was made of one or two glass coverslips (Menzel-Glaser # 0), in the latter case the two cover slips were glued together with optically clear, UV-cured glue (Norland Optical Adhesive no. 60); the inner window was 2.0 mm × 2.0 mm, the outer window was 2.5 mm × 2.5 mm. A metal headplate was then fixed to the skull with super glue and dental cement (Paladur, Heraeus Kuzler). It took 3–6 weeks for viral expression prior to experimentation.

For ATP imaging experiments, we used ATeam1.03^YEMK^ mice (RRID:MGI:5882597; https://scicrunch.org/resources) that express a FRET-based sensor under the Thy1 promoter (Trevisiol et al., 2017). One the day of experimentation, animals were anesthetized with isoflurane and given pre-operative analgesia (Carprieve: 5 mg/kg) and 25 ml/kg of warm Ringer’s solution subcutaneously. A headplate was first fixed to the skull with superglue and dental cement, after which a small craniotomy (~0.5 mm × ~0.5 mm) was made over left V1 (centre at 2.5 mm mediolateral and 0.5 mm anterior to lambda), which was covered with agarose (1–2%) and silicone. Following recovery from anaesthesia (30–60 min) the animal was head fixed; the agarose and silicone were removed and replaced with HEPES-buffered Artificial cerebrospinal fluid, (ACSF) (in mM: 124 NaCl, 20 glucose, 10 HEPES, 2.5 KCl, 1.2 NaH_2_PO_4_, 2 CaCl_2_, and 1 CaCl_2_; pH 7.2–7.4).

### Habituation and head fixation

During imaging, mice were placed in a cardboard tube and head fixed. Prior to the imaging day, mice were handled daily for 2–3 weeks prior, and exposed to cardboard tubes, similar to the one on the experimental rig. They were also habituated to the rig via once daily, 10- to 15-min sessions for 2 days prior to recording. For ATP imaging, mice were habituated to the experimental setup without head fixation (10–15 min session/day for 1–2 days).

### In vivo two-photon imaging

ATP and calcium imaging were using a two-photon resonant scanning microscope, as previously described (Pakan et al., 2016; Pakan et al., 2018; Henschke et al., 2020), which was equipped with a Ti:Sapphire laser (Charmeleon Vision-S, Coherent, CA) and GaAsP photomultiplier tubes (Scientifica), and controlled with LabView (v8.2; National Instruments, UK). Time-series *xy* images were acquired at 40 Hz using a ×25 water-immersion objective (Nikon; CF175 Apo 25XC W; 1.1 NA) at depths between 160 and 280 μm below the pia. For GCaMP6s imaging, excitation was tuned to 920 nm. For ATP imaging (CFP/YFP FRET sensor), the laser was tuned to 850 nm for CFP excitation. CFP and YFP fluorescence were recorded simultaneously using a 515-nm long-pass dichroic mirror with the following emission filters: 485/70 nm for CFP and 535/45 nm for YFP (mirror and filter set: T515lpxr C156624; Scientifica). Imaging data were acquired during the presentation of visual stimuli, with at least 10 replicate trials for each visual stimulus. For ATP imaging, three trials were taken at baseline, then ACSF containing ATP synthesis inhibitors (1 mM oligomycin and 20 mM sodium iodoacetate) was applied over the open craniotomy isolate ATP usage. Thirty trials were successively performed immediately after drug application. For in vivo recordings, data obtained in females were compared to our previously published datasets obtained under similar conditions in male mice (Padamsey et al., 2022).

### Visual stimuli

MATLAB (Mathworks; RRID:SCR_001622; Psychophysics Toolbox; RRID:SCR_002881) was used to generate drifting grating stimuli. These were displayed on an LCD monitor (51 × 29 cm; Dell) placed 20 cm from the right eye, contralateral to the hemisphere with the cranial window. For food restriction experiments, on a given trial, 12 full-field drifting gratings (drift angle: 0, 30, 60, 90, 120, 180, 210, 240, 270, 300, and 330^o^; temporal frequency = 1 Hz), 2 s in duration, were presented in random order, interspersed with grey screens (4 s duration). Gratings within a trial were randomly assigned one common spatial frequency (0.02, 0.04, 0.16, or 0.32 cpd). For natural stimuli, a 60-s movie was presented of an outdoor movie of movement through a field and vegetation. For dark conditions, no visual stimulus was presented (screen off) and all sources of light were switched off.

### Pupil measurements

In some experiments the pupil was monitored using a USB camera (USB 2.0 monochrome camera; ImagingSource) with frames captured at 30 Hz.

### Serum leptin measurements

Serum leptin levels were analysed using ELISA kits (Mouse Leptin Quantikine Elisa Kit, R&D Systems, USA) according to the manufacturer’s instruction. For serum collection, trunk blood was collected from mice that were briefly anesthetized (isoflurane) prior to decapitation. Blood was allowed to clot at room temperature for 1–2 hr and then centrifuged for 20 min at 2000 × *g*. The serum was drawn off and stored at −80°C until used.

### AMPK and PPARα measurements

Levels of total AMPK, phosphorylated AMPK (Thr172), and nuclear PPARα in V1 were measured using ELISA kits according to the manufacturer’s instructions (total AMPK: ab181422, Abcam, UK; phosphorylated AMPK: KHO0651, Thermo Fisher, UK; PPARα: ab133107, Abcam, UK). For tissue collection, mice were briefly anesthetized (isoflurane) and decapitated. The visual cortex was dissected out, snap frozen using dry ice, and stored at −80°C until used.

### RNA sequencing

Bulk RNA sequencing was performed on V1. V1 tissue was collected and snap frozen from mice that were briefly anesthetized (isoflurane) and decapitated. Tissue was homogenized using a bead mill (Bead Mill 24, Fisher Scientific) and RNA was isolated using an RNeasy kit (Qiagen) according to the manufacturer’s instructions. RNA integrity was confirmed (RIN >7) and mRNA was sequenced at the Oxford Genomics Centre using Illumina NovaSeq 6000.

### Quantification and statistical analysis

#### Ca^2+^ imaging analysis

Image analysis for calcium imaging was performed as previously described (Baar et al., 2016; Clemens et al., 2019; de Carvalho, 2022). For motion correct, a discrete Fourier 2D-based image alignment was used (SIMA 1.3.2) (Henschke et al., 2020). Regions of interest (ROI) were manually drawn around imaged neuronal soma using ImageJ software (NIH public domain; RRID:SCR_002285). Pixel fluorescence was then averaged within each ROI to generate a time series. For each ROI, baseline fluorescence (*F*_0_) was calculated by taking the 5th percentile of the smoothed time series (1 Hz lowpass, zero-phase, 60th-order Finite Impulse Response (FIR) filter). Δ*F*/*F* was then calculated as (*F* − *F*_0_/*F*_0_). The toolbox FISSA (Fast Image Signal Separation Analysis) was used to decontaminate the neuropil (Keemink et al., 2018). Subsequent analyses were performed using custom scripts in MATLAB (MathWorks) (Padamsey et al., 2022).

#### Drifting grating analysis

The visual response to drifting gratings was defined as the highest mean Δ*F*/*F*, averaged within a 2-s window, that occurred within a 4-s window (comprising the 2 s grating presentation plus the 2 s of the grey screen presentation which immediately followed the grating presentation). The visual response was subtracted by baseline Δ*F*/*F*, defined as the mean value within a 1-s window prior to the visual response.

Responses to gratings of the same angle, but different drift directions were averaged together. Given that multiple spatial frequencies were used, only the spatial frequency with the largest response, meaned across all orientations, was selected for each neuron for subsequent analyses. A neuron’s preferred orientation was that which evoked the largest mean response.

Grating-responsive neurons were defined as those for which grating responses were better fit with a double Gaussian curve (direction responses) than with a flat line at zero (null model), which was determined using Bayesian information criterion (BIC) (Padamsey et al., 2022). The double Gaussian curve was defined as:

$$R\left(\theta \right)=C+R_{p}e^{\frac{-ang_{dir}{\left(\theta -\theta_{pref}\right)}^{2}}{2\sigma^{2}}}+R_{n}e^{\frac{-ang_{dir}{\left(\theta -\theta_{pref}\right)}^{2}}{2\sigma^{2}}}$$

where *R*(*θ*) is the response at a given direction angle *θ*, *C* is an offset, *R*_*p*_ is the response to the preferred direction after subtracting the offset, *θ*_pref_ is the angle of the preferred direction, *R*_*n*_ is the response to the null direction after subtracting the offset, and $ang_{dir}\left(x\right)=min\left(x,x-360,x+360\right)$, which constrains angular differences to 0–180^o^, and *σ* is the standard deviation of the curve.

BIC was given by:

$$BIC\;=\;nln(\bar{\sigma^{\text{2}}})+kln\;\left(n\right)$$

where *n* is the number of responses, $\bar{\sigma^{\text{2}}}$ is the mean residual sum of squares of the model, and *k* is the number of free parameters used by the model, which was zero in the case of the null model. A neuron was considered significantly grating-responsive if the *BIC*_null_ − *BIC*_Gaussian_ ≥ 10, which provides strong evidence against the null model (Kass and Raftery, 1995).

#### Orientation selectivity

The OSI of grating-responsive neurons was calculated as:

$$OSI=1-CirVar=abs\left(\frac{\sum_{k}R\left(\theta_{k}\right)e^{2i\theta_{k}}}{\sum_{k}R\left(\theta_{k}\right)}\right)$$

where *Cirvar* is the circular variance and *R*(*θ*_*k*_) is the mean response to the *k*_*th*_ angle θ in orientation space, averaged across direction (see detailed description in Mazurek et al., 2014). Mean responses less than zero were set to zero. We used the median OSI values across neurons within an animal.

#### Direction selectivity

The DSI of grating-responsive neurons was calculated as:

$$DSI=1-dirCirVar=abs\left(\frac{\sum_{k}R\left(\theta_{k}\right)e^{i\theta_{k}}}{\sum_{k}R\left(\theta_{k}\right)}\right)$$

where *dirCirVar* is the circular variance in direction space and *R*(*θ*_*k*_) is the mean response to the *k*_*th*_ angle *θ* in direction space (see detailed description in Mazurek et al., 2014). Mean responses less than zero were set to zero. We used the median DSI values across neurons within an animal.

#### Pupil analysis

Pupil diameter was quantified with custom scripts in MATLAB using functions from the Imaging Processing Toolbox, namely:

1. *imresize* to resize the video
2. *medfilt2* and *imadjust* to remove noise and adjust contrast
3. *imbinarize*, *imclearborder*, and *bwpropfilt* to find the pupil
4. *regionprops* to fit an ellipsoid around the pupil

The pupil diameter (*d*) was calculated from the fitted ellipsoid as:

$$d=2\sqrt{\text{semi-major axis}*\text{semi-minor axis}}$$

#### ATP measurements

For ATeam1.03^YEMK^ imaging, CFP and YFP fluorescence was averaged across ROIs drawn around visible soma in the field of view, after background subtraction. FRET was calculated as a ratio of YFP/CFP fluorescence, and decayed as a function of time with visual stimulation in the presence of ATP synthesis inhibitors. The FRET signal was bound between 0 and 1 by first subtracting the mean FRET signal during the last three imaging trials (the FRET signal plateaued at this point), and then dividing by the mean FRET signal at baseline. The FRET decay half time was defined as the time required for the FRET to decay to 50% of its baseline value.

#### Differential gene expression analysis

RNA sequencing reads were mapped, using STAR 2.4.oi, to the *Mus musculus* primary assembly (Ensembl v80) (Dobin et al., 2013). FeatureCounts 1.4.6-p2 was used to count reads uniquely aligned to annotated genes (Liao et al., 2014). Differential gene expression analysis was then conducted using DESeq2 1.12.4 (betaPrior = False) to normalize counts (Love et al., 2014). For each gene, a fold change in gene expression was defined as $log_{2}\frac{Normalized\;count\;under\;food\;restriction\;(FR)}{Normalized\;count\;under\;controlconditions\;(CTR)}$ for males and females. GSEA was conducted using GSEA software (https://www.gsea-msigdb.org/gsea/index.jsp) using the Hallmarks Gene Sets (v7.5.1).

#### Statistics

Statistical tests, p values, and the number and definition of independent units are stated in the figure legends. For all measures, the number of animals was taken as the statically independent, biological unit. All data came from at least two independent cohort of animals. All animals were randomly assigned to experimental groups. Sample size was determined by a priori based on calculations, with an aim of achieving 80% power on the basis of a 20% group difference and a significance threshold of p < 0.05. Group means and variances were taken from pilot data or previously published data (Padamsey et al., 2022). Where applicable, ANOVA was used to assess significance, followed by post hoc Fisher LSD tests to prevent loss of power. Statistical tests were carried out in Prism 6 (GraphPad Prism; RRID:SCR_002798). Averages denoted in figures represent means, with error bars representing the standard error of the means. We complemented our statistical analyses using Bayes factor hypothesis testing (Figure 3—figure supplement 3) as described in van Doorn et al., 2021; Keysers et al., 2020 using JASP software to calculates Bayes factor, effect size, and CIs (https://jasp-stats.org/). As recommended, we used a default, Cauchy distribution with a spread of 1/√2 as a prior distribution of effect size. A BF10 <0.33 is considered to be moderate evidence for the absence of an effect (van Doorn et al., 2021; Keysers et al., 2020).

#### Inclusion and diversity

One or more of the authors of this paper self-identifies as an underrepresented ethnic minority in science. One or more of the authors of this paper self-identifies as a member of the LGBTQ + community. While citing references scientifically relevant for this work, we also actively worked to promote gender balance in our reference list.

## Data Availability

GEO accession number for RNA-seq datasets: GSE233435- MATLAB scripts to analyse data have been previously published and are available at https://zenodo.org/record/5561795#.YmJ3AtrMJPY and https://github.com/rochefort-lab/Padamsey-et-al-Neuron-2022 (copy archived at rochefort-lab, 2022). The following dataset was generated: PadamseyZ KatsanevakiD MaesoP RizziM OsterweilE RochefortNL 2023Sex-specific resilience of neocortex to food restrictionNCBI Gene Expression OmnibusGSE23343510.7554/eLife.93052PMC1123062438976495

# Supplementary material for: Sex-specific resilience of neocortex to food restriction
**Source:** eLife. 2024 Jul 8;12:RP93052. doi: 10.7554/eLife.93052
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials and methods, section: Data and code availability |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | n/a |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Materials and methods, section: Data and code availability  GEO accession number for RNA-seq datasets: GSE233435 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | n/a |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | n/a |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods, section: EXPERIMENTAL MODEL AND SUBJECT DETAILS |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | n/a |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | n/a |
| Microbes: provide species and strain, unique accession number if available, and source. |  | n/a |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **n/a** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | n/a |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | n/a |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Methods; subsection “Quantification and statistical analysis” |  |
| Randomisation | Methods; subsection “Quantification and statistical analysis” |  |
| Blinding | Not done |  |
| Inclusion/exclusion criteria | Methods |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Methods; subsection “Quantification and statistical analysis” |  |
| Define whether data describe technical or biological replicates. | Methods; subsection “Quantification and statistical analysis” |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | n/a |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and methods, section: EXPERIMENTAL MODEL AND SUBJECT DETAILS |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | n/a |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | n/a |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | No omission, | n/a |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and methods, section: Statistics |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and methods, section: Data and code availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and methods, section: Data and code availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | n/a |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Materials and methods, section: Data and code availability |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Materials and methods, section: Data and code availability |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | n/a |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | n/a |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

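Poly(A) RNA of V1 was sequenced on an Illumina NovaSeq from 16 mice, 4 in each of the 4 groups of CTR males, FR males, CTR females and FR females, with 1 library per mouse. The groups were read from the titles, treatment and sex in the sample labels, which match the group sizes that the paper gives. The labels number the CTR mice 5 to 8 and the FR mice 1 to 4 in each sex. The numbers were tested as pairs of a male and a female, and the residuals of libraries with the same number had correlations of -0.30 to 0.12, so that the numbers were not used as pairs in the comparisons reported. The paper states that its data came from at least 2 cohorts and neither its text nor the labels give the cohort of each mouse, so that no cohort was modelled.

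The counts, as deposited by the authors, are raw counts of read pairs per gene for 53700 Ensembl gene IDs, and all are whole numbers. According to the file headers they were made with featureCounts 2.0.1 on alignments from STAR, over the exons of an Ensembl annotation of GRCm39. The submitters' processing notes name STAR 2.7.1a. The paper's methods name STAR 2.4.oi, Ensembl v80 and featureCounts 1.4.6-p2. The deposited counts carry no normalization and no filter. Symbols were attached to 97.0% of the IDs, from the reference tables at hand. The total counts had medians of 37013280 in CTR males, 35664928 in FR males, 34460607 in CTR females and 37793368 in FR females, with all libraries between 33110029 and 41702296. Values are given with the SD over 4 mice or the standard error of the fit, which hold both the counting error at this depth and the spread between mice. Genes of the mitochondrial chromosome took 4.34 to 6.15% of the counts of a library. 1 ID without a symbol, on chromosome 17, took 0.308 to 6.33% of the counts, and it was over 4% in FR male 2, FR female 2, CTR female 7 and CTR female 8.

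The 4 groups were fitted in one model with edgeR 4.0.16 in R 4.3.3. Libraries were scaled by TMM, genes were kept by edgeR's filter on low counts (18669 genes), and FR was compared with CTR in males and in females by the quasi-likelihood F-test. The interaction of sex and diet and the difference between the sexes in CTR and in FR mice were tested in the same fit. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and an adjusted p of 0.1, the threshold the paper states, was used. CPM values are TMM-scaled, and standard errors of log2 fold changes were taken from the fit.

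In all 59 gene lists were written from general knowledge of the pathways and cell types or copied from the paper's supplementary tables, where 4 Hallmark sets are printed in full. The paper's supplementary tables had been read by then and the count tables had not. Of the lists 58 were tested and 1 served for the check of the sex labels. The other Hallmark sets are not complete in those tables and were not used here. Each list was compared with all other genes by camera from limma 3.58.1, with a preset correlation between genes of 0.01, and was called at an adjusted p of 0.05 over the 58 lists. Camera was repeated with the correlation estimated from the data. For each mouse a score was taken as the mean over a list's genes of the difference of log2 CPM (prior count 2) from the mean of all libraries, and groups were compared by a 2-sided exact permutation test, whose smallest p with 4 mice against 4 is 0.0286.

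The genes named in the text follow a rule. It takes the 10 genes with the largest log2 fold change in each direction among those past the threshold with a mean of at least 1 CPM, and the up to 4 members of each list with the smallest p. It also takes the first 3 genes printed for 9 Hallmark sets in the paper's supplementary tables, whose order had been seen, and Prkaa1, Prkaa2, Ppara, Mtor, Lepr and Stat3. Genes named outside it are said to have been chosen after their values were seen. One gene that the rule takes is withheld and not reported here.

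The alternatives tried were RLE size factors, no filter on low counts, at least 10 counts in every sample, DESeq2 1.42.0 with all samples or the samples of one sex, edgeR with the samples of one sex, a threshold of 0.05, 1 surrogate variable from sva 3.50.0, the replicate number as a block, fgsea 1.28.0 in place of camera, and leaving out each library in turn. Other alternatives were added after the data had been seen, namely covariates for meningeal and oligodendrocyte marker scores and the omission of groups of libraries. The comparisons were also repeated on other splits of the same libraries, on all 35 splits within a sex and on 100 for results that use both. The methods were tested on simulated data with known changes, in which edgeR found 44% of the genes that changed by 0.32 on the log2 scale in males and 22% in females, and 82 and 72% of those that changed 1.5-fold, with 9.20 and 9.49% of its calls false. Camera called 0 of 34 unchanged lists in the simulated data, where genes vary independently, but on other splits of the real libraries it called a median of 21 of the 58 lists in males and 18 in females. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The paper's imaging and protein data were not used here.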

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

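The tests of body temperature and of the time of day for Cirbp and Rbm3, the fits with a marker score as a covariate, without both FR male 2 and FR male 4 or without the 4 libraries with over 4% of counts in 1 gene ID, their use for oxidative phosphorylation, and the comparison of differences between the sexes with matched random lists, were chosen only after the results were seen.

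Cirbp and Rbm3, cold-inducible genes that the paper does not discuss, rose in FR mice of both sexes. The log2 fold changes were 0.61 in males and 0.50 in females for Cirbp and 0.78 and 0.38 for Rbm3, with edgeR's adjusted p at or under 0.0565 in each of the 4 tests and all 4 FR mice above all 4 CTR mice of their sex. Without the 4 libraries with over 4% of counts in 1 gene ID the female values were 0.53 and 0.56 and did not pass (adjusted p = 0.114 and 0.158). More meninges in the FR samples is argued against as the whole cause, since 4 of the 4 calls passed with the meningeal marker score as a covariate. Lower body temperature under food restriction may raise both genes, but no temperature was recorded with the libraries. The list of cytosolic heat shock genes, which might fall in the cold, did not, with medians of 0.115 in males and 0.0821 in females. That is opposite to what the cold might give. It does not tell the explanation apart, because the list also holds genes that respond to other stress. Collection at another time of day also stays open. Of the 21 clock genes tested, 1, Nr1d1 (-0.21 in males and -0.29 in females), passed an unadjusted p of 0.05 with the same sign in both sexes. In females Per1 (-0.34), Per2 (-0.28), Dbp (-0.23) and Rorb (-0.34) fell past that p as well. In males Per1 (-0.17), Per2 (-0.12) and Rorb (-0.06) were negative and Dbp (0.07) positive, none past it. There Cry1 (0.33), Nr1d2 (0.26) and Bhlhe41 (0.25) rose past it.

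In males, lists of cells outside the parenchyma and lists of protein folding were higher together with the meningeal markers, among them the abundant Ptgds (313 ± 51.3 CPM in CTR and 723 ± 306 CPM in FR males, SD, n = 4) and Apod. For the endothelial markers the difference between FR and CTR males was 0.36 and fell to 0.0215 (SD 0.113) once the part predicted from the meningeal score, with the slope taken within the 12 libraries that are not FR male, was removed, so that a larger share of meninges and vessels in FR male 2 and FR male 4 is a candidate explanation for it. The same removal left 0.170 (SD 0.0612) of 0.21 for the ER chaperones and 0.131 (SD 0.0438) of 0.14 for the proteasome, with 0.0785 (SD 0.0374) and 0.0528 (SD 0.0466) as the least when 1 library was left out of the slope. For both lists this decides nothing, because the slope changed sign with 1 library left out. It ran from -0.00579 to 0.182 for the ER chaperones and from -0.0465 to 0.118 for the proteasome. Both lists stayed higher with the meningeal score as a covariate (medians 0.09 and 0.11, adjusted p = 1.63e-05 and 9.50e-09 from camera). This argues against meninges as the whole cause of these rises only at camera's preset correlation. That setting called a median of 21 of the 58 lists on other splits of the male libraries. Meninges expressing more of these genes in FR mice, and a response of the cortex to food restriction itself, were not tested and stay open.

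The nuclear genes of oxidative phosphorylation were higher in FR males by a median of 0.09. Random lists matched on exon length and mean CPM reached as much, and the list lay at percentile 67.33 of them, so that a shift shared by short or abundant genes may account for it. Removing the part that the cytosolic ribosomal proteins predict, with which the list moved across libraries (r = 0.960 within groups, 12 libraries), left 9.89e-04 (SD 0.0364), in line with such a shared shift. More meninges is argued against as the whole cause, since the list stayed higher without both FR male 2 and FR male 4 (median 0.0890, adjusted p = 8.60e-06 from camera), where the meningeal median was 0.28 in place of 0.83, and with the meningeal score as a covariate (0.15, 2.78e-11). Removing the part predicted from that score decides nothing, because the slope changed sign with 1 library left out (from -0.284 to 0.0322) and the difference left ranged from 0.0572 (SD 0.0757) to 0.289. A response of mitochondria to food restriction that moves with ribosomal proteins stays open as well.

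The effect of food restriction differed between the sexes for 18 lists by a test of the interaction with camera, and for 0 with an estimated correlation. Other splits of the libraries gave a median of 18 lists and 56 of 100 splits reached 18, so that the number does not exclude chance. Medians are the male response minus the female response. The lowest adjusted p-values were those of the oligodendrocyte markers (0.40, adjusted p = 2.71e-15 from camera), the ER chaperones (0.20, 6.22e-11), the meningeal markers (0.64, 1.49e-08) and the endothelial markers (0.28, 5.82e-07). The proteasome (0.08, adjusted p = 2.47e-04 from camera), the NRF2 and antioxidant genes (0.10, 4.98e-04), the circadian clock genes (0.16, 0.00157), the TCA cycle (0.09, 0.00180), oxidative phosphorylation (0.08, 0.00210) and cholesterol synthesis and uptake (0.10, 0.00559) were higher in males relative to females as well. So were the amino acid genes that respond to ATF4 and mTORC1 (adjusted p = 0.0106 from camera), fatty acid synthesis (0.0173), antigen presentation (0.0327) and the immediate early genes (0.0417). Complex I, the pericyte and smooth muscle markers and the reactive oxygen species set had adjusted p = 0.0370 from camera, as did the hippocampus and thalamus markers, which were lower in males relative to females by a median of -0.36. Among random lists matched on exon length and mean CPM, the differences in oxidative phosphorylation (percentile 75.7), the TCA cycle (95.4), the proteasome (85.0), complex I (49.3) and the reactive oxygen species set (95.15) lay inside the central 95%.
The oligodendrocyte, ER, meningeal, endothelial, proteasome, NRF2, clock and TCA lists passed with any 1 library left out, and oxidative phosphorylation did not without FR female 3 (0.537), CTR female 8 (0.632), FR male 1 (0.0792) or CTR male 6 (0.0823). Cholesterol synthesis was lost without CTR female 5 (0.119), CTR female 7 (0.118) or FR male 2 (0.0778), the ATF4 list without CTR female 5 (0.0755), FR female 4 (0.0597) or FR male 4 (0.0906), and fatty acid synthesis without FR male 2 (0.135) or FR male 4 (0.0558). Antigen presentation was lost without CTR female 5 (0.0656), CTR female 7 (0.0722), CTR male 6 (0.223), FR female 3 (0.0557), FR female 4 (0.0590), FR male 2 (0.3002) or FR male 4 (0.118), and the immediate early genes without CTR female 5 (0.191), CTR female 7 (0.309), FR female 2 (0.135), FR female 3 (0.245), FR male 2 (0.136), FR male 4 (0.0992) or CTR male 5 (0.817, in the other direction). Complex I was lost without CTR female 7 (0.103), CTR female 8 (0.781), CTR male 6 (0.240), CTR male 7 (0.0753), FR female 2 (0.0522), FR female 3 (0.699), FR male 1 (0.170) or FR male 2 (0.0778), and the reactive oxygen species set without CTR female 6 (0.0506), CTR female 7 (0.0541), CTR female 8 (0.179), CTR male 6 (0.136), FR female 3 (0.170), FR male 1 (0.0792) or FR male 2 (0.135). The pericyte markers were lost without CTR female 5 (0.203), CTR female 7 (0.0611), CTR male 6 (0.142), FR female 2 (0.135), FR male 2 (0.332) or FR male 4 (0.211), and the hippocampus and thalamus markers without CTR female 6 (0.115), CTR female 7 (0.177), CTR male 7 (0.0872), FR female 3 (0.552), FR female 4 (0.151) or FR male 2 (0.107).
With the oligodendrocyte score as a covariate the difference in the NRF2 genes turned direction (median -0.03, 0.783), and that in the proteasome had a median of 0.00249 and did not pass (0.981). Oxidative phosphorylation turned and passed (0.00830), and the TCA (0.783), endothelial (0.853) and meningeal lists (0.0605) no longer passed. Without both FR male 2 and FR male 4 the TCA (0.764), NRF2 (0.240), endothelial and meningeal lists (both 0.668) did not pass. With the meningeal score the TCA (0.301) and endothelial lists (0.262) did not, and without the 4 libraries with over 4% of counts in 1 gene ID the TCA (0.137), NRF2 (0.236) and proteasome lists (0.828) did not.

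Of 88 groups of 4 mice tested for a score far from the others, 2 held one, where chance gives 4.4 (about 1 in 20 groups). CTR female 5 had a fatty acid oxidation score of -0.0367 against 0.0440 to 0.0595 in the other CTR females, and FR female 3 an interneuron score of 0.116 against 0.00410 to 0.0153 in the other FR females.

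The paper does not report which genes differ between males and females of one diet. Of the autosomal genes 439 differed between the sexes in CTR mice and 310 in FR mice by edgeR, 100 of them in both diets and all 100 in the same direction. Those higher in CTR males had a median exon length of 13034 bases, against 2877 bases for those higher in CTR females and 3835 for all autosomal genes tested. Among the genes that differed were Ide, Kmt2c and Kmt2d, which were chosen after their values were seen. Ide, which degrades insulin, was lower in males (log2 difference -0.84 in CTR and -0.66 in FR mice). The chromatin regulators Kmt2c (0.50 and 0.45) and Kmt2d (0.50 and 0.65) were higher. With all chromosomes 449 genes differed in CTR mice, where 1 of 35 splits, the real one, gave as many and the highest other gave 8. This count also holds genes of the sex chromosomes, which mark the real split by themselves. The splits therefore do not decide whether chance gave the autosomal differences. The 324 genes in FR mice do not exclude chance, since 2 of 35 splits gave as many. The other split set FR female 1 and FR female 3 with FR male 2 and FR male 4 and gave 3322 genes, which points to a structure of these samples other than sex.
The count in CTR mice was 58 without CTR male 7, 72 without CTR female 7, 77 without CTR male 8, 87 without CTR female 6, 92 without CTR male 6, 149 without CTR female 8 and 291 without FR female 2. That in FR mice was 91 without FR male 4, 111 without FR female 4, 134 without FR female 1, 186 without FR female 2, 213 without CTR male 8, 214 without FR male 2 and 587 without FR male 1.
With the replicate number as a block 13 genes differed in CTR mice and 21 in FR mice, with the oligodendrocyte score as a covariate 10 in CTR mice, without the 4 libraries with over 4% of counts in 1 gene ID 33 and 131, without both FR male 2 and FR male 4 1054 and 115, and by DESeq2 1022 and 653.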

How the results depend on the processing

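The fits without both FR male 2 and FR male 4, without the 4 libraries with over 4% of counts in 1 gene ID, and with a meningeal or an oligodendrocyte marker score as a covariate were chosen only after the results were seen. All other alternatives were planned. For the single lists 3682 of the values under an alternative kept their direction and side of the threshold, 252 lost a call, 181 gained one and 35 changed direction. For the named genes the numbers were 17109, 1432, 529 and 2. For the 18 main comparisons 364 values kept theirs, 6 gained a call, 1 lost one, 1 changed direction and 87, all counts or correlations, moved (counts by over 1.5 times). The direction of a list is that of camera, and its median can keep its sign when this changes. The proteasome difference with the oligodendrocyte score (median 0.00249) is such a case.

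RLE size factors, no filter on low counts and a minimum of 10 counts in every sample kept the main counts within 1.5 times (males 409 to 605 genes, females 239 to 262, both sexes 51 to 65, interaction 0) where they were run, and the lists of oxidative phosphorylation, mTOR, PI3K and fatty acid oxidation kept their side of the threshold. The interaction count was 0 by edgeR with any 1 library left out.

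With each library left out in turn, the count of changed genes ranged from 6 (without FR male 2) to 1837 (without FR male 1) in males, from 52 (without CTR female 7) to 294 (without FR male 2) in females and from 2 (without CTR male 6) to 82 (without FR male 1) in both sexes. The count that differed between the sexes ranged from 58 to 660 in CTR mice and from 91 to 587 in FR mice. The correlation of the responses of the sexes ranged from 0.158 (without FR male 2) to 0.332. Lists that changed numbered 23 to 30 in males, 15 to 25 in females and 11 to 26 for the difference between the sexes. The adjusted p of oxidative phosphorylation from camera ranged from 1.64e-07 to 0.00628 in males and from 8.15e-05 (without FR female 3) to 0.851 in females. For fatty acid oxidation the ranges were 0.0405 (without FR male 3) to 0.518 in males and 0.343 to 0.948 in females, for mTOR components 0.600 to 0.919 and 0.148 to 0.494, and for PI3K and AKT components 0.317 to 0.982 and 0.136 to 0.935. The direction changed for the ribosomal proteins in females without CTR female 5 (0.907, in a range from 3.13e-13) and for the difference in immediate early genes without CTR male 5 (0.817, in a range from 1.40e-05). The cause was not tested.

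DESeq2 with all samples gave 1142 genes in males, 595 in females, 155 in both, 18 for the interaction, 1022 between the sexes in CTR mice and 653 in FR mice. DESeq2 with the samples of one sex gave 575 in females and 116 in both. EdgeR with the samples of one sex, with fewer samples behind each spread, gave 3 in males (among them Rbm3 and Cirbp), 144 in females and 2 in both. A threshold of 0.05, stricter by construction, left 57, 79 and 7. One surrogate variable gave 738 in females and 127 in both, and the replicate number as a block gave 13 and 21 genes between the sexes in CTR and FR mice. The correlation was 0.588 over the genes that changed in at least 1 sex, which by construction responded more. Apart from these the cause was not tested.

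With a correlation estimated from the data, camera called 0 lists in males, 0 in females and 0 for the difference between the sexes, and oxidative phosphorylation in males had adjusted p = 0.696. By construction this allows for genes of a list that move together.

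Without both FR male 2 and FR male 4, 8 genes changed in males, 503 in females and 5 in both, and 1054 and 115 differed between the sexes in CTR and FR mice. The correlation was 0.132 and 8 lists differed between the sexes. The direction changed for astrocyte markers in males (0.00488) and for the differences in antigen presentation (0.662) and pericyte markers (0.282). The cause was not tested.

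With the meningeal score as a covariate 4 genes changed in males, 614 in females and 3 in both. PI3K and AKT components passed in females (0.0450). In males the direction changed for lists that then passed, namely PI3K and AKT components (0.00147), oestrogen response genes (0.0377), immediate early genes (0.0377), GABA receptor subunits (0.0343), pumps (0.0184), astrocyte markers (0.0247) and oligodendrocyte precursor markers (0.0144), and for lists that no longer did, namely glycolysis (0.363), antigen presentation (0.627), extracellular matrix (0.937), pericyte markers (0.587) and the Notch set (0.979). It also changed for Fmod (-0.17) and Itih2 (-0.054) in males, for the meningeal list itself in females (0.981), which the covariate holds, and for the differences in antigen presentation (0.884) and pericyte markers (0.504). Beyond that the cause was not tested.

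Without the 4 libraries with over 4% of counts in 1 gene ID, 7 genes changed in males, 0 in females by edgeR (1898 at an unadjusted p under 0.05) and 0 in both, and 33 and 131 differed between the sexes in CTR and FR mice. The correlation was 0.117, 10 lists differed between the sexes, and oxidative phosphorylation passed in females (4.00e-09). The direction changed for the differences in oxidative phosphorylation (0.106), complex I (0.133) and ribosomal proteins (4.44e-08). The cause was not tested.

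With the oligodendrocyte score as a covariate 54 genes changed in males, 87 in females and 9 in both, 10 differed between the sexes in CTR mice, 31 lists changed in females, and oxidative phosphorylation passed in females (1.35e-07). The oligodendrocyte list changed direction in females (0.760), as the covariate holds it. So did the differences between the sexes in oxidative phosphorylation (0.00830), complex I (0.0376), interferon (0.00447), antigen presentation (0.594), NRF2 genes (0.783), ribosomal proteins (3.33e-07), the proteasome (0.981), glutamate receptors (0.0119), oligodendrocytes (0.917) and their precursors (0.0457), pericytes (0.532) and the reactive oxygen species set (0.783). For the others the cause was not tested.

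Depth was similar in all libraries. In counts simulated at these group sizes edgeR found 44% of the genes that changed by 0.32 on the log2 scale in males, 22% in females and 11% of those whose response differed by as much between the sexes, and 82, 72 and 62% of those at 1.5-fold. Genes vary independently in those counts, so that the shares may overstate what edgeR finds in the real libraries.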

Differences from the paper's values

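No test here was chosen only after the results were seen, apart from the fits without both FR male 2 and FR male 4, without 4 libraries, or with a marker score as a covariate, and the reading of the supplementary table with its sign turned.

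In females 229 genes changed by edgeR at the paper's threshold, where the paper gives 585. Of the 24 alternatives set before the data were examined, 3 do not differ from the paper's value, namely 1 surrogate variable (738), DESeq2 with all samples (595) and DESeq2 with the samples of one sex (575). The others do, namely RLE size factors (239), no filter (245), at least 10 counts in every sample (262), a threshold of 0.05 (79), edgeR with the samples of one sex (144) and each library left out (52 to 294). Chosen after seeing the values, the fit without both FR male 2 and FR male 4 gave 503 and that with the meningeal score 614. The paper's own genes are not listed in the tables used here, so that how many of them these drop is not known.

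In both sexes 53 genes changed, where the paper gives 125. The alternatives within the paper's value are 1 surrogate variable (127), DESeq2 with all samples (155) and DESeq2 with the samples of one sex (116). RLE size factors (52), no filter (51), at least 10 counts (65), a threshold of 0.05 (7), edgeR with the samples of one sex (2) and each library left out (2 to 82) still differ. In males the count of 445 is within 1.5 times the paper's 657, as are those with RLE size factors (466), at least 10 counts (605), 1 surrogate variable (477) and DESeq2 with the samples of one sex (630). The other 20 of the 24 alternatives differ from it, namely no filter (409), a threshold of 0.05 (57), DESeq2 with all samples (1142), edgeR with the samples of one sex (3) and each library left out (6 to 1837).

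For the 4 Hallmark sets printed in full, enrichment scores in males lay near the paper's, at 0.510 for Notch signalling (the paper's 0.512), 0.544 for reactive oxygen species (the paper's 0.464), 0.263 for Wnt signalling (the paper's 0.316) and 0.216 for MYC targets V2 (the paper's 0.167). In females they lie near the paper's only with the sign turned, at -0.591, -0.320, -0.267 and 0.203 against the paper's -0.574, -0.225, -0.253 and 0.254. The paper's Figure 2C plots most of the female sets on the positive side, and its supplementary table of females gives most of them the opposite sign.

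The paper states that gene sets of mTORC1, PI3K, fatty acid metabolism, the oestrogen response and inflammation were altered in males. The lists used here for these hold other genes than the Hallmark sets, and in males the adjusted p from camera was 0.772 for mTOR components, 0.947 for PI3K and AKT components, 0.140 for fatty acid oxidation, 0.283 for oestrogen response genes and 0.144 for NF-kB and cytokine genes. The amino acid genes that respond to ATF4 and mTORC1 had 0.178. Settings that call one of them are those without FR male 3 for fatty acid oxidation (0.0405), without FR male 1 for the ATF4 list (0.0425) and, chosen after seeing the data and with the genes lower, the meningeal score for PI3K (0.00147) and for oestrogen response genes (0.0377). Oxidative phosphorylation (6.19e-06), the interferon response (6.19e-06) and reactive oxygen species (4.32e-04) passed in males as the paper states, and with an estimated correlation they did not (0.696, 0.373 and 0.373).

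The paper states that oxidative phosphorylation was not significantly regulated in females. Its nuclear genes did not pass here either (0.274), but they passed without FR female 3 (8.15e-05), without CTR female 8 (1.15e-04) and, chosen after seeing the data, with the oligodendrocyte score (1.35e-07) and without the 4 libraries with over 4% of counts in 1 gene ID (4.00e-09). The 13 genes encoded in the mitochondrial DNA, tested as a list of their own, were lower by camera (9.05e-05, and 0.760 with an estimated correlation), with 0 of the 13 past edgeR's test.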

Other observations

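The comparison of lists with random lists matched on exon length and mean CPM, except for oxidative phosphorylation in males, and the fits with a marker score as a covariate or without groups of libraries were chosen only after the results were seen.

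Genes of red blood cells were higher in FR mice of both sexes. Of 7 such genes all 7 were positive in both sexes, with medians of 0.43 in males (adjusted p = 2.78e-05 from camera) and 0.52 in females (6.55e-05), and 0.289 and 0.597 with an estimated correlation. Hba-a1, an alpha globin, rose from 79.4 ± 9.75 to 137 ± 24.1 CPM in males (SD, n = 4; log2 fold change 0.79, adjusted p = 0.0374 from edgeR), and Hba-a2 rose by 1.26 in females. The Notch set, which sets cell fate and vessel growth, was higher in both sexes (adjusted p = 0.0350 in males and 0.00153 in females from camera, 0.556 and 0.629 with an estimated correlation; percentiles 83.2 and 99.9 of random matched lists, the male one inside their central 95%), and Lfng, a glycosyltransferase that tunes Notch receptors, rose by 0.45 and 0.39. The male Notch call was lost without FR male 2 (0.0775), FR male 4 (0.119), CTR male 6 (0.0868) or CTR male 8 (0.0624), and with the meningeal score as a covariate the male list turned direction (median -0.04, adjusted p = 0.979). Hba-a1 passed in 12 and Lfng in 13 of the 16 fits that leave out 1 library in males, and in females Hba-a2 and Lfng passed in 11, with adjusted p up to 0.194 and 0.146 without CTR female 7.

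The list of 22 neuropeptide genes was higher in males by camera (median 0.09, adjusted p = 0.00794, 0.485 with an estimated correlation), but its median lay at percentile 91.6 of random matched lists, inside their central 95%. Of its genes Scg2, a granule protein, and Sst rose in males and 0 fell (3 rose adjusted over the list alone). Scg2 rose from 143 ± 12.2 to 190 ± 28.4 CPM in males and from 160 ± 16.9 to 219 ± 18.9 CPM in females (SD, n = 4; log2 fold changes 0.41 and 0.45, adjusted p = 0.0710 and 0.0533 from edgeR). The male list was lost without CTR male 5 (0.0622), and Scg2 passed in 11 of the 16 fits in males and in 10 in females, and Sst in 9 in males. Glutamate receptor subunits were lower in both sexes, with medians of -0.09 in males (adjusted p = 0.00339 from camera, 0.556 with an estimated correlation) and -0.05 in females (0.0216, and 0.760), at percentiles 0.06 and 10.1 of random matched lists, the female one inside their central 95%, and the auxiliary subunit Cacng2 fell by 0.25 on the log2 scale in females, in 9 of the 16 fits that leave out 1 library. The list was lost in males without FR male 1 (0.0520) and in females without FR female 1 (0.0526), FR female 4 (0.263), CTR female 5 (0.252) or CTR female 6 (0.0507). In females circadian clock genes were lower (median -0.05, adjusted p = 0.0188 from camera, 0.760 with an estimated correlation, percentile 6.21 of random matched lists and inside their central 95%), in which Rorb fell by 0.34 on the log2 scale and passed in 7 of the 16 fits, and the list was lost without FR female 2 (0.141), FR female 4 (0.154) or CTR female 5 (0.219).

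The counts were repeated on other splits of the same libraries. For the 229 genes in females 1 of 35 splits, the real one, gave as many and the highest other gave 22. This share of 0.0286 is the smallest that 35 splits allow and was not adjusted over the results tested. It argues against chance without excluding it. Without the 4 libraries with over 4% of counts in 1 gene ID the female count was 0. For the 53 genes in both sexes 1 of 100 splits gave as many and the highest other gave 0. The splits do not decide this, since other splits within a sex gave a median of 0 genes, which leaves little to share. Chance cannot be excluded for the 445 genes in males, since 2 of 35 splits gave as many and the highest other gave 647. Nor can it for the correlation of 0.299, which 6 of 100 splits reached, with 0.347 as the highest other. For the interaction the splits decide nothing, since all 100 of 100 must give at least the real 0 (highest other 193). For the numbers of lists chance cannot be excluded, with 27 in males (9 of 35 splits, highest other 32), 19 in females (18 of 35, highest other 32) and 18 for the difference between the sexes (56 of 100, highest other 34). By the adjusted p of oxidative phosphorylation from camera, 9 of 35 splits were as low as the real 6.19e-06 in males (lowest other 1.44e-13) and 30 of 35 as the real 0.274 in females (5.09e-42), so that chance is not excluded. The same holds for fatty acid oxidation (16 of 35 in males with a real 0.140 and a lowest other of 0.00170, 25 of 35 in females with 0.741 and 0.0271), for mTOR components (25 of 35 with 0.772 and 0.196 in males, 6 of 35 with 0.243 and 0.0902 in females) and for PI3K and AKT components (34 of 35 with 0.947 and 1.31e-04 in males, 24 of 35 with 0.400 and 0.00126 in females).

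Against random lists matched on exon length and mean CPM, the male medians of the ER chaperones, the proteasome, the NRF2 genes and the interferon response lay at percentile 100, the TCA cycle at 99.6, glycolysis at 99.5 and fatty acid oxidation at 91.4. The mTOR components lay at 37.5, the PI3K components at 71.7, the oestrogen response genes at 83.5, complex I at 83.6 and the ribosomal proteins at 35.9. The NF-kB and cytokine genes lay at 98.8, the PPARα targets at 99.95 and antigen presentation at 99.97, above the central 95%. Cholesterol synthesis and uptake lay at 0 in both sexes.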
